# Multi-Tissue Computational Modeling Analyzes Pathophysiology of Type 2 Diabetes in MKR Mice

**DOI:** 10.1371/journal.pone.0102319

**Published:** 2014-07-16

**Authors:** Amit Kumar, Thomas Harrelson, Nathan E. Lewis, Emily J. Gallagher, Derek LeRoith, Joseph Shiloach, Michael J. Betenbaugh

## Abstract

Computational models using metabolic reconstructions for *in silico* simulation of metabolic disorders such as type 2 diabetes mellitus (T2DM) can provide a better understanding of disease pathophysiology and avoid high experimentation costs. There is a limited amount of computational work, using metabolic reconstructions, performed in this field for the better understanding of T2DM. In this study, a new algorithm for generating tissue-specific metabolic models is presented, along with the resulting multi-confidence level (MCL) multi-tissue model. The effect of T2DM on liver, muscle, and fat in MKR mice was first studied by microarray analysis and subsequently the changes in gene expression of frank T2DM MKR mice versus healthy mice were applied to the multi-tissue model to test the effect. Using the first multi-tissue genome-scale model of all metabolic pathways in T2DM, we found out that branched-chain amino acids' degradation and fatty acids oxidation pathway is downregulated in T2DM MKR mice. Microarray data showed low expression of genes in MKR mice versus healthy mice in the degradation of branched-chain amino acids and fatty-acid oxidation pathways. In addition, the flux balance analysis using the MCL multi-tissue model showed that the degradation pathways of branched-chain amino acid and fatty acid oxidation were significantly downregulated in MKR mice versus healthy mice. Validation of the model was performed using data derived from the literature regarding T2DM. Microarray data was used in conjunction with the model to predict fluxes of various other metabolic pathways in the T2DM mouse model and alterations in a number of pathways were detected. The Type 2 Diabetes MCL multi-tissue model may explain the high level of branched-chain amino acids and free fatty acids in plasma of Type 2 Diabetic subjects from a metabolic fluxes perspective.

## Introduction

Type 2 Diabetes Mellitus (T2DM), the most common form of Diabetes in America, is becoming a global pandemic with the greatest increase in cases in many developing countries. The pathophysiology of T2DM primarily involves defects in three organ systems– liver, peripheral target tissues (skeletal muscle and fat), and pancreatic β-cells [1]. Insulin resistance in the peripheral target tissues, primarily skeletal muscle, is considered the primary reason for insulin resistance in T2DM [2].

In the patients with T2DM, withdrawal of insulin treatment has been shown to be associated with increased levels of branched-chain amino acids (BCAAs) in the plasma [3]. Moreover, metabolite profiling from the plasma of T2DM patients [4] revealed BCAAs as the key-biomarkers during the progression of T2DM. It is shown that the concentrations of BCAAs in plasma, liver, and skeletal muscle are higher in T2DM conditions such as in the Zucker diabetic rat [5]. Another study performed on hyperglycemic/T2DM Finnish males revealed high plasma level of BCAAs [6] too. Additionally, it has been shown that high levels of BCAAs in plasma of T2DM subjects are associated with conditions of insulin-resistance [7]–[12].

It is also known that elevated free fatty acid (FFA) levels in plasma is linked to T2DM in patients [13]. One of the studies [14] on the effect of high plasma FFA levels, pointed out the contribution of high FFA levels in plasma on the impaired insulin response of the T2DM subjects.

In contrast to the wealth of knowledge available for the concentrations of circulating BCAAs and FFAs in T2DM patients, the actual mechanisms leading to these changes at the metabolic and genetic levels are less understood. With the emergence of systems biology tools associated with high-throughput data, it is now feasible to create *in silico* genome scale metabolic reconstruction models to study the causes of various metabolic disorders [15]. After completion of a global human metabolic network [16], Recon1, constraint-based modeling became feasible to study metabolic disorders *in silico*. Accounting for more than 3000 human metabolic reactions, Recon1 provides a firm basis for studying human metabolism and metabolic disorders such as cancer, diabetes, obesity, and inherited gene and enzyme deficiencies [15].

Following Recon1 coming into existence, several tissue-specific models have also been generated [17]–[22]. Recon1 in itself is not sufficient for modeling specific tissues as different tissues exhibit different physiological and hence metabolic behaviors. Increased efforts are creating multi-tissue metabolic models to study the pathophysiology of human metabolic disorders [23].

Insulin resistance leading to Type 2 Diabetes Mellitus (T2DM) is regulated by more than one tissue system requiring analysis at multi-tissue level. Major tissues involved in T2DM are skeletal muscle, liver, adipose, pancreas, brain, and gastrointestinal tract [24]. As far as the level of metabolites is concerned, skeletal muscle, liver, and adipose tissues are the major role players in secreting these metabolites into the blood by various biochemical pathways. Metabolite concentration levels (such as amino acids levels) from T2DM subjects' blood is readily available in literature, allowing comparison of an *in silico* model to T2DM phenotype. The current study introduces a comprehensive multi-tissue-specific model to study interdependence of hepatocytes, mycoytes, and adipocytes in the T2DM condition. Table 1 shows a summary of some different models including the model for the current study (Kumar et al.) [17], [18], [20], [25], [26]. Each model provides specific advantages and limitation for specific applications. Models can vary in size and scope and also tissue distribution. For example, while some models are specific for certain tissues, the current Kumar model expands the scope to include three tissues. Moreover, microarray data used in our study contextualizes the reconstruction according to the three different tissues (liver, WAT, and skeletal muscle). Furthermore, we used microarray data for three different tissues from the same animals. While we recognize that the current approach incorporates this data from a different organism (mice) into a model based on human metabolism, the similarity in physiological responses across species makes such an approach reasonable in the absence of fully validated models and data sets for each species. Most of the studies involving T2DM and insulin resistance utilize data from insulin-resistant or diabetic animal models, such as Zucker fatty (ZF) and Zucker diabetic fatty rats (ZDF)[27], high-fat-fed mice[28], muscle IGF-1 receptor–lysine–arginine (MKR) mice[29], [30], and lep/lep mice[31]. A common feature of these animal models is that all models have manifested insulin resistance and often exhibit islet dysfunction as occurs in the early stages of type 2 diabetes in humans. It is, in our opinion, valid to use MKR mice and Zucker diabetic fatty rat data for making predictions on humans' T2DM phenotypes. To validate the model, its capability to predict expected phenotypes from known genotypes was tested. For this purpose, a publically available comprehensive database for genes and genetic phenotypes, the Online Mendelian Inheritance in Man (OMIM) database was used. This was followed by a comparison between constraint-based simulation results and the levels of plasma amino acid in the Zucker diabetic rat after gene expression data for the three tissues from the diabetic MKR mouse compared to normal control mice [32].

**Table 1:** A comparison of different models.

	Kumar	Bordbar	Jerby	Gille	Mardinoglu	Recon1
**Intracellular Reaction**	2202	518	1056	1081	6160	2180
**Genes**	1496	931	-	-	1809	1496
**Unique Metabolites**	610	413	729	777	2497	1509
**Compartments**	4	4	6	6	8	7

A comparison of intracellular reaction, number of distinct genes, number of unique metabolites, and total compartments in different metabolic reconstructions.

## Results

### A.1 Multi-confidence level (MCL) multi-tissue model

Before generating the model, an algorithm was applied to generate a list of high confidence, medium confidence, and low confidence reactions, based on the source of a particular reaction. The high confidence list comprised reactions from published literature and was not altered by the algorithm; the medium confidence list comprised of reactions from online databases such as HPRD, etc.; and the low confidence list comprised of all remaining reactions that weren't present in high and medium confidence reaction lists, as shown in Figure 1 (detailed in Materials and Methods). The final high confidence reaction list (C_h_) consists of 1110 reactions and 1593 metabolites. The final medium confidence reaction list (C_m_) consists of 1099 reactions and 1643 metabolites. The final low confidence reaction list (C_x_) consists of 4433 reactions and 3679 metabolites. The algorithm required six iterations before completing to give multi-confidence level (MCL) multi-tissue model with 4704 reactions and 3131 metabolites. Completion is indicated by the fact that the objective function for the whole model is at a maximum for a particular set of flux distributions and no more reactions can be added in subsequent iterations (detailed in Materials and Methods).

**Figure 1:**
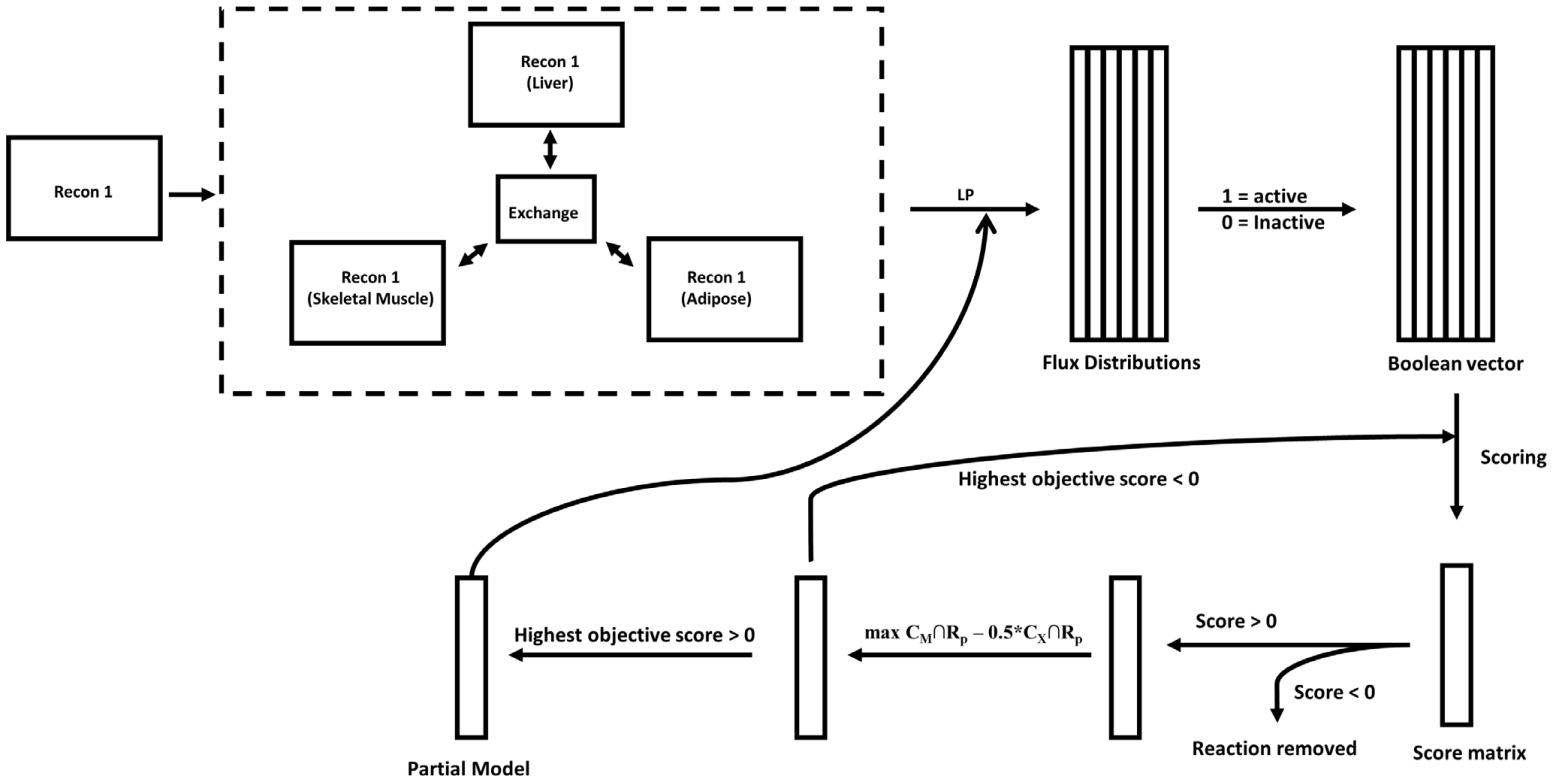
Multi-tissue model building workflow. Recon1, downloaded from BiGG database, is the basis of building this multi-tissue model for liver, skeletal muscle, and adipose tissues. From the Recon1 individual compartment models, the algorithm first loads a randomized flux distribution matrix representing randomization of linear programming (LP) problems. Then a Boolean vector describing activity (1 =  active, 0 =  inactive) of each reaction is created. Then scoring for each column of the flux distribution is done. If the objective score is greater than 0, corresponding reaction is added in the construction. This process is repeated until highest objective score is greater than 0, implying objective function is at its maximum. This generates a partial model. Then the whole process is repeated again based on the partial model, until there is no change in model size between one iteration to another iteration.

### A.2 Validation using Online Mendelian Inheritance in Man (OMIM) Database

- From the OMIM database [33], 17 disorders were chosen and characterized with regard to increases or decreases in metabolite level in the blood as shown in Figure 2 [22]. Each of the disorders involves changes in the amino acid levels. The phenotype of each of these disorders is outlined in Figure 2 above. Each disorder has a set of associated genes, as listed in Figure 2, which can be used to map to reactions *in silico*. S-Adenosylhomocysteine hydrolase is associated with AHCY gene deficiency [34]. Alkaptonuria is associated with HGD gene deficiency [35]. Argininemia is associated with mutation in ARG1 gene [36]. Cystinuria is associated with mutations in SLC3A1 and SLC7A9 genes [37]. Lysinuric protein intolerance is associated with mutation in SLC7A7 gene [38]. Formiminotransferace deficiency is associated with mutation in FTCD gene [39]. Histidinemia is associated with mutation in HAL gene [40]. Homocystinuria is associated with mutation in CBS gene [41]. Hyperprolinemia is associated with mutation in PRODH gene [42]. Maple syrup urine disease is associated with mutation in DBT, BCKDHB, and BCKDHA genes [43]. Methionine adenosyltransferase deficiency is caused by mutation in MAT1A gene [44]. Methylmalonic aciduria is caused by mutation in MUT gene [45]. Phenylketonuria is caused by mutation in PAH gene [46]. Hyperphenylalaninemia is associated with mutation in QDPR [47]. Tyrosinemia, Type I is caused by mutation in FAH gene [48]. Tyrosinemia, type III is caused by mutation in HPD gene [49]. Glycine encephalopathy is associated with mutation in AMT, GLDC, and GCSH genes [50]. In this validation, the reactions associated with these genes were removed and simulation of the *in silico* model was run to predict the phenotype of the disease associated with removing that particular gene(s). The predicted phenotype was then compared to the actual phenotype from the OMIM database. Exchange reactions tell about the concentration and the exchange flux balances indicate the increase or decrease in concentration of a metabolite in the model in the blood/extracellular compartment. This analysis was performed on the MCL multi-tissue model, Recon1, and the multi-tissue version of Recon1 (modeling the three tissues: adipose, liver, and skeletal muscle). The results from simulations of Recon1 and the multi-tissue version of Recon1 served as benchmarks to compare to the simulations of MCL multi-tissue model, as shown in receiver-operator curves (ROC) in Figure 3. ROC curves portray the trade-off between true positive rate (TPR) and false positive rate (FPR) predictor of a model as the decision threshold of a parameter is varied.

**Figure 2:**
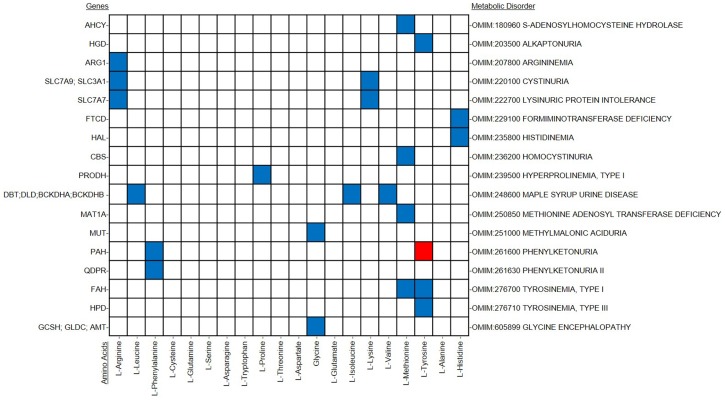
OMIM data used for model validation. Blue and red squares depict an increase and decrease in concentration, respectively. White squares represent unchanged concentration levels.

**Figure 3:**
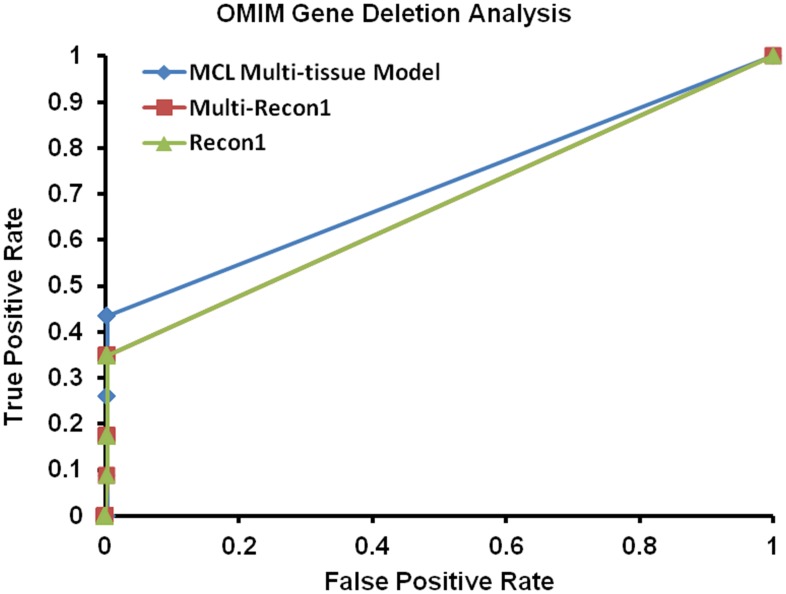
ROC plot for validation using OMIM data. ROC plot comparing different models using gene-deletion study. This figure demonstrates the true positive and false positive rates at various threshold values.

Recon1 and the multi-tissue version of Recon1 have an identical curve which is understandable as a multi-tissue version of Recon1 is just a combination of Recon1 models of the three tissues and the external exchange compartment; however, it is necessary to test the differences between the two because the number of type III cycles can increase in the multi-tissue version of Recon1. A type III cycle is one of three types of extreme pathways that can exist in a reaction network (type I, type II, and type III) and could cause the behavior of the multi-tissue version to be different than the single tissue version of Recon1. Figure 3 illustrates that the MCL multi-tissue model reaches higher true positive rates as compared to Recon1. Also, all data points other than the last one at (1,1) are clustered in an area with a very low false positive rate. This indicates that all models evaluated in this experiment performed as expected. The area under the curve (AUC) provides a quantitative measure of the performance of each model. The AUC of the MCL multi-tissue model is 0.7151, and the AUC of Multi – Recon1 and Recon1 is 0.6719, and AUC of a random selector (not shown) is approximately 0.3866.

### A.3 Validation using Type 2 Diabetes Gene Expression Change

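Fat, liver and skeletal muscle from 3 MKR mice and 3 healthy (WT) mice, all 10 weeks old, were hybridised to 18 Affymetrix Mouse Gene 1.0 ST arrays, 1 array for each tissue of each mouse. The authors normalized the arrays with RMA quantile normalization in Partek 6.3 and transformed the values to log base 2. The deposited table holds 241419 probe sets with values from 1.52 to 3.82, which is the range of log2 values that were transformed to log2 a second time. This was inferred from the values, and 2 to the power of each deposited value, from 2.87 to 14.15, was therefore used as the log2 intensity. On this scale Alb, the albumin gene, was 8.06 higher in WT liver than in WT fat, against 1.35 in the values as deposited. A gene's value was the mean over all probe sets with exactly 1 gene symbol, which gave 20352 genes with a median of 8 probe sets each. MKR was compared with WT in each tissue by limma, with 1 mean for each of the 6 groups over all 18 arrays and Benjamini-Hochberg adjustment within the tissue. Lists of genes for 39 pathways and cell types were compared with all other genes by limma's camera at a preset correlation of 0.01, adjusted over all lists and tissues. The number of arrays limits the precision, since 3 mice against 3 can be split in 10 ways and no exact test on a single gene can go below p = 0.1. The fat array of MKR replicate 1 held transcripts of the epididymis, with 16 of 16 measured epididymis genes above every other fat array and a median excess of 5.66 on the log2 scale over the mean of the other 5 fat arrays. The main results for fat are therefore given with and without this array, and single genes and counts where leaving it out ended a call or moved a value by over 1.5 times, a choice made after seeing the data.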

Subsequent validation analysis involved the application of microarray data from MKR T2DM mice to the aforementioned *in silico* models. 

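At an adjusted p under 0.05 with all 18 arrays, skeletal muscle had more genes that changed between MKR and WT mice than fat or liver, while at the study's thresholds fat had the most (337, against 262 in muscle and 144 in liver), and with array weights limma called 773 in fat and 405 in muscle. In muscle 31 genes were lower and 10 were higher in MKR mice at an adjusted p under 0.05 from limma, against 6 lower and 2 higher in fat and 2 lower and 5 higher in liver. There were 2143 genes in muscle, 1583 in fat and 1017 in liver at an unadjusted p under 0.05 from limma. By chance alone a share of about 0.05 of the 20352 genes would pass, which is close to the count in liver. At the study's thresholds, an unadjusted p under 0.05 and a fold change over 1.5, more genes were lower than higher in MKR fat (197 and 140, or 338 and 132 without MKR fat replicate 1) and muscle (174 and 88), and fewer in MKR liver (42 and 102). In muscle all 3 MKR values lay on one side of all 3 WT values for 21.9% of genes, where chance gives 10%, against 11.7% in fat and 9.42% in liver. The counts at an adjusted p under 0.05 without MKR fat replicate 1 were 145 in muscle, 31 in fat and 17 in liver, and they included all 41, 8 and 7 genes called with it. In muscle and liver, leaving this array out alters no log2 change, only the spread that limma shares over all arrays. Fitted to each tissue's own arrays alone, limma called 80 genes in muscle, 27 of them among the 41, and 1 gene in liver. In fat it then called 0, with 952 at an unadjusted p under 0.05, which is also near the share that chance gives. The count in fat was 5 without WT fat replicate 1, 30 without MKR fat replicate 3 and 53 without WT fat replicate 3. In liver it was 4 without MKR liver replicate 2, 11 without WT liver replicate 1, 13 without MKR liver replicate 3 and 16 without MKR liver replicate 1, and in muscle it was 27 without MKR muscle replicate 3. At the study's thresholds the count of 337 in fat became 766 without MKR fat replicate 2 and 887 without MKR fat replicate 3.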

The microarray data of the two sets was compared and genes that had statistically significant (with p-value <0.05) fold changes were tabulated. These differentially expressed genes were then mapped to Recon1 and the MCL multi-tissue model to determine sets of upregulated and downregulated reactions. The bounds of these reactions were changed according to the procedure defined elsewhere (Materials and Methods). The resulting differences in the exchange reactions flux bounds in both models were compared with amino acid data for the Zucker diabetic fatty rat from the literature [5], as shown in Table 2. With respect to the reference model with no change; any positive value corresponds to upregulated and any negative value corresponds to downregulated.

**Table 2:** Simplified depiction of the validation results.

Amino acid	Zucker diabetic fatty rat	Ex-Recon1	Ex-MCL multi-tissue Model	Trans-Recon1	Trans-MCL multi-tissue Model
Arginine	↓	↑	-	-	↓
Leucine	↑	-	-	↑	-
Phenylalanine	-	↑	-	-	-
Cysteine	-	-	-	↓	-
Glutamine	↓	-	↑	↑	-
Serine	↓	↑	-	↑	-
Asparagine	↓	-	-	↑	-
Tryptophan	↓	-	-	-	↓
Proline	-	↓	-	-	-
Threonine	↓	-	-	↑	-
Aspartate	-	↑	↑	-	-
Glycine	↓	-	-	↓	-
Glutamate	↑	-	-	↓	-
Isoleucine	↑	-	↑	-	↑
Lysine	↓	-	-	-	↑
Valine	↑	-	-	↑	↑
Methionine	↓	↑	↑	-	↑
Tyrosine	↓	-	↓	↓	↓
Alanine	-	↓	↑	-	-
Histidine	↓	↑	↓	↓	↑

The upward arrow (↑) depicts higher amino acid level in Zucker diabetic fatty rat versus healthy rat. The downward arrow (↓) depicts lower amino acid level in Zucker diabetic fatty rat versus healthy rat. (-) depicts no difference in the amino acid level between the two types of rats.

The difference between the two pairs (Recon 1 and MCL multi-tissue model) of columns in Table 2 represent two different analyses in which reactions were used in calculating increases and decreases in plasma concentration of the corresponding amino acids. The columns labeled “Ex-Recon1” and “Ex-MCL Multi-tissue Model” represent analyses in which the exchange reactions were used solely to determine the increases and decreases in concentration of amino acids in the blood/plasma. The columns labeled “Trans-Recon1” and “Trans-MCL Multi-tissue Model” represent analyses in which transport reactions were used to determine the increases and decreases in different pathways' fluxes. In this instance, a transport reaction is defined as a reaction that moves a particular amino acid from the cytosol to the extracellular/blood compartment. An exchange reaction is a special type of reaction that only exists in these types of computational models and represent flow of metabolites across a system boundary [51].

The first two rows in Table 3 represent the analyses using exchange reactions, and as expected the MCL multi-tissue model outperforms Recon1 in every category (a lower FPR is better). The last two rows in Table 3 represent the analyses using the transport reactions. Table 3 shows that the MCL multi-tissue model significantly outperformed Recon1 when using exchange reactions, but the results appear to be much closer when using transport reactions. The MCL multi-tissue model outperformed Recon1 in every category except recall (recall is same as true positive rate). ROC curves for the differences in flux bounds of the exchange reactions and transport reactions are shown in Figure 4 and Figure 5 respectively.

**Figure 4:**
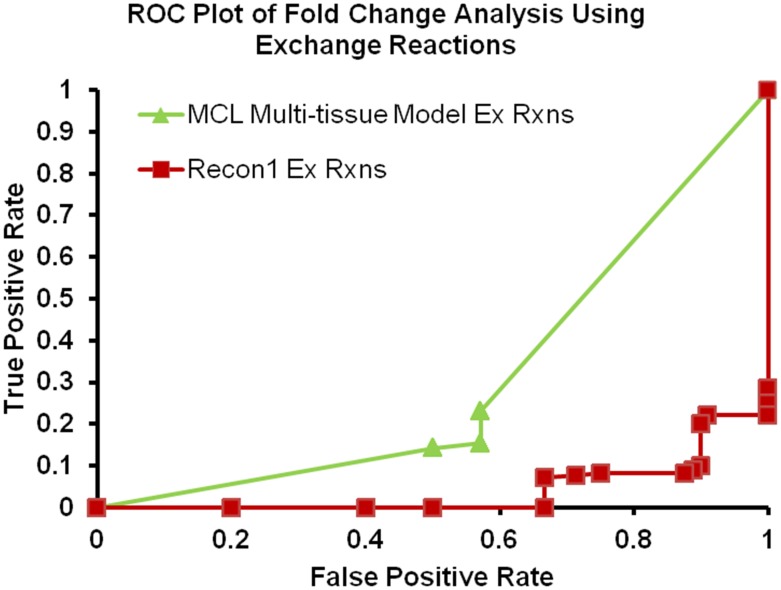
ROC plot for exchange flux changes using Zucker fatty rat data. ROC plot of the results generated by comparing the exchange flux changes determined by applying diabetic and wild-type gene expression data to the MCL multi-tissue model and Recon1 to available literature data on amino acid concentration changes in the blood/plasma.

**Figure 5:**
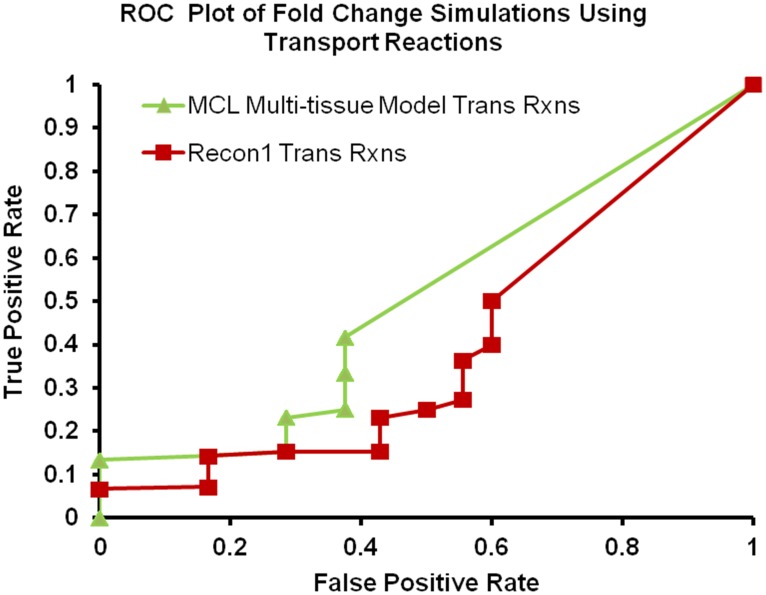
ROC plot for transport reaction flux changes using Zucker fatty rat data. ROC plot of the results generated by the flux changes in transport reactions determined by applying T2DM and wild-type gene expression data to the MCL multi-tissue model and Recon1and then comparing the results to available literature data on amino acid concentration changes in the plasma of T2DM Zucker diabetic fatty rat.

**Table 3:** Summarized results of validation based on T2DM gene expression change.

Model	TP	FP	TN	FN	Precision	Recall	TNR	FPR	Accuracy
Ex-Recon1	0	8	1	11	0.00	0.00	0.11	0.89	0.05
Ex-MCL multi-tissue Model	3	4	3	10	0.43	0.23	0.43	0.57	0.30
Trans-Recon1	5	6	4	5	0.45	0.50	0.40	0.60	0.45
Trans-MCL multi-tissue Model	5	3	5	7	0.63	0.42	0.63	0.38	0.50

TP stands for True Positive, FP stands for False Positive, TN stands for True Negative, FN stands for False Negative, TNR stands for True Negative Rate, and FPR stands for False Positive Rate. As seen from the Accuracy column, MCL multi-tissue model outperforms Recon1 is both exchange and transport reactions.

These ROC curves clearly demonstrate the differences between Recon1 and MCL multi-tissue model by providing the clear differences in the area under the curve (AUC) between the two models. In Figure 4, the MCL multi-tissue model outperformed Recon1, which isn't surprising given the results in Table 3. In the figures 4 and 5, there are more points in Recon1 because of the fact that there are greater number of reactions in Recon1 as compared to the multi-tissue model and therefore downregulated genes were mapped to more reactions. The AUC of the fold change simulations of MCL multi-tissue model using Transport reactions in Figure 4 is 0.3100; the AUC of Recon1 in Figure 4 is 0.0412 and the AUC of random selector (not shown) is 0.3866. The AUC's of the MCL multi-tissue model using Exchange reactions and Recon1 in Figure 5 are 0.5048 and 0.3998, respectively, which means that both Recon1 and the MCL multi-tissue model are better than a random selector for transport reactions. Thus, the MCL multi-tissue model is consistently above Recon1 for both transport and exchange reactions and exceeds the random selector curve for transport reactions but not for exchange reactions. The random selector curve is based on a set of reactions generated by random permutation from the entire set of reactions.

Recon1 was highly inaccurate for transport reactions at each threshold, which demonstrates the difficulty with predicting increases or decreases of exchange from gene expression fold changes. The fact that the MCL multi-tissue model displays an AUC that is roughly 7.5 times greater than the AUC produced by Recon1 provides further validation for the MCL multi-tissue model in these analyses, at least compared to other systems available.

### A.4 MCL multi-tissue model's application on MKR mice microarray data

After the two extensive validations outlined in sections 2.1 and 2.2, the model was used to study physiological behaviors during T2DM condition – higher plasma concentration of branched-chain amino acids (BCAAs) and free fatty acids (FFAs) in T2DM subjects. Branched-chain amino acid metabolism has been studied in T2DM condition previously [10], [52], [53], but none of the groups have determined metabolic fluxes through relevant pathways, as described in this study using a robust computational model. Past studies [18], [17] have focused on a single tissue (such as liver) for investigating metabolic disorders. However, this doesn't give a complete picture of the metabolic disorder. In another study [20] the investigators studied T2DM on fat, liver, and muscle tissues using an *in silico* model which was less comprehensive in terms of the number of metabolic reactions used in the one presented in this study. In order to use the MCL multi-tissue model for predicting physiological changes in fully T2DM MKR mice as compared to healthy mice, gene expression data was first generated for liver, skeletal muscle, and fat tissues for healthy and diabetic mice. 

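In the skeletal muscle of MKR mice the largest decrease was in Me3, which encodes the mitochondrial NADP-dependent malic enzyme. Its log2 intensity was 4.86 ± 0.06 (SD, n = 3) in MKR and 8.08 ± 0.26 (SD, n = 3) in WT muscle, a log2 change of -3.22 (SE 0.13, adjusted p = 8.8e-10 from limma). Mybph, a myosin-binding protein, fell by 2.40 (SE 0.15, adjusted p = 3.4e-07) and Slc4a10, a bicarbonate transporter, fell by 1.68 (SE 0.13, adjusted p = 3.3e-06). Nr4a3, an orphan nuclear receptor, had the largest increase, 2.27 (SE 0.19, adjusted p = 9.3e-06), and the serine protease Htra4 rose by 1.46 (SE 0.17, adjusted p = 4.9e-04). The cadherin Cdh4 (-1.21, adjusted p = 9.3e-06), the serine protease Prss23 (-1.25, 0.0038) and Mical2, a regulator of actin filaments (-1.15, 0.0013), also fell. These 8 genes passed in each of the 18 other settings that were run, with the 3 MKR arrays on one side of the 3 WT arrays. Mss51 (-1.34), Mettl21e (-1.29) and Sh3rf2 (-1.20) fell too, and kept their calls when any 1 muscle array was left out. Sh3rf2 did not pass with the median of probe sets (adjusted p = 0.108), nor Mss51 and Mettl21e with the deposited values as they stand (0.0712 and 0.157). Other calls lay nearer the threshold and ended when any 1 of several arrays was left out. Nmrk2, a nicotinamide riboside kinase, was higher by 1.32 (adjusted p = 0.0248) and lost its call without MKR muscle replicate 1, 2 or 3 (adjusted p = 0.1185, 0.110 and 0.0702). Its log2 change without these arrays was 1.26, 1.32 and 1.37, so the size of the change did not rest on 1 of them. Nox4, an NADPH oxidase, was lower (-1.12, adjusted p = 0.0394) and lost its call without those arrays (0.142, 0.202 and 0.0702) or without WT muscle replicate 1 or 3 (0.0772 and 0.123). Neither passed in the 6 muscle arrays alone (Nmrk2 0.0843, Nox4 0.0639) or without moderation (0.0955 and 0.109), nor Nmrk2 with the deposited values as they stand (0.154), nor Nox4 with the median of probe sets (0.147).

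Another 5 genes were higher in MKR muscle with calls that also ended when single arrays were left out. Rhoh (0.81, adjusted p = 0.0372) lost it without MKR muscle replicate 1 or 3 (0.159 and 0.138) or WT muscle replicate 1, 2 or 3 (0.163, 0.0514 and 0.123). Pdzd7 (0.70, adjusted p = 0.0304) lost it without MKR muscle replicate 1, 2 or 3 (0.142, 0.127 and 0.0541) or WT muscle replicate 3 (0.104). For Cyp4f39 (0.63, adjusted p = 0.0102) the arrays were MKR muscle replicates 2 and 3 (0.0556 and 0.0663) and WT muscle replicate 2 (0.0563). For Gdnf, a neurotrophic factor (0.62, adjusted p = 0.0143), they were MKR muscle replicates 1 and 2 (0.0802 and 0.0556) and WT muscle replicates 1 and 3 (0.0633 and 0.0512). For Pgpep1l (0.49, adjusted p = 0.0179) they were MKR muscle replicates 1, 2 and 3 (0.0802, 0.0882 and 0.0702) and WT muscle replicates 1 and 2 (0.0768 and 0.100). With the median of probe sets Rhoh (0.120), Pdzd7 (0.153), Cyp4f39 (0.0653) and Pgpep1l (0.540) did not pass, nor Rhoh (0.0515), Pdzd7 (0.0689), Gdnf (0.0554) and Pgpep1l (0.0643) in the 6 muscle arrays alone. Rhoh (0.0941) and Pdzd7 (0.0564) did not pass without moderation, nor Pdzd7 with the deposited values as they stand (0.0881). With the replicate number as a block Rhoh (0.154), Cyp4f39 (0.101), Gdnf (0.0647) and Pgpep1l (0.142) did not pass.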

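MKR mice express a dominant-negative form of the human IGF-1 receptor in skeletal muscle. The probe sets of mouse Igf1r gave a log2 intensity of 8.45 ± 0.12 (SD, n = 3) in MKR muscle and 6.43 ± 0.31 (SD, n = 3) in WT muscle, and all 3 MKR values lay above all 3 WT values. The log2 change of 2.02 (SE 0.52) had an adjusted p of 0.169 from limma over all 18 arrays, 9.7e-04 in the 6 muscle arrays alone and 2.0e-05 without MKR fat replicate 1, and over all settings run the adjusted p ranged from 2.0e-05 to 0.413. This SE rests on a spread shared over all tissues. MKR fat replicate 1 enters that spread, while the log2 change in muscle is the same without it. In liver Igf1r was 4.98 ± 0.04 in MKR and 4.93 ± 0.08 in WT mice (SD, n = 3; log2 change 0.05, adjusted p = 0.99979 from limma). In fat it was 9.07 in MKR replicate 1, the array with epididymis transcripts, and between 6.07 and 6.97 in the other 5 arrays (log2 change 0.46, adjusted p = 0.889 from limma, and -0.52, adjusted p = 0.401, without that array). Whether these probe sets also read the human transcript was not tested.

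**Figure D1:**
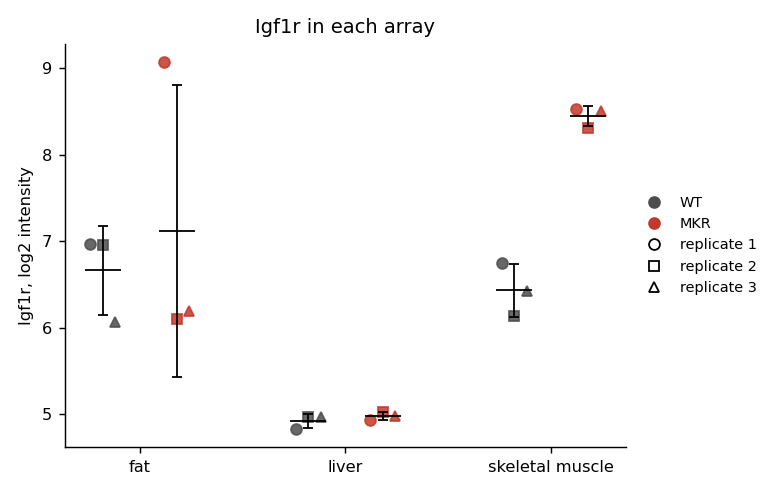
Log2 intensity of Igf1r (y axis) by tissue and genotype (x axis), with 1 point per array and the mean ± SD of 3 arrays. The 3 MKR muscle arrays lie between 8.32 and 8.53 and the 3 WT muscle arrays between 6.14 and 6.75.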

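In the liver of MKR mice Pde9a, a cyclic GMP phosphodiesterase, rose by 1.39 on the log2 scale (SE 0.16, adjusted p = 0.00266 from limma) and Osbpl3, an oxysterol-binding protein, by 0.85 (SE 0.11, adjusted p = 0.00889). Pgd, the enzyme of the pentose phosphate pathway that makes NADPH from 6-phosphogluconate, rose by 0.83 (SE 0.12, adjusted p = 0.00971). Ntrk2, a neurotrophin receptor, rose by 1.52 (SE 0.21, adjusted p = 0.00889) and the cytochrome P450 Cyp2a22 by 1.49 (SE 0.22, adjusted p = 0.0122). Msl3, a chromatin protein encoded on the X chromosome, fell by 0.81 (SE 0.11, adjusted p = 0.00889) and the retinol dehydrogenase Rdh9 fell by 0.89 (SE 0.14, adjusted p = 0.0291). All 3 MKR livers lay on one side of all 3 WT livers for each of these 7 genes. Pde9a and Osbpl3 kept their calls when any 1 liver array was left out. Without MKR liver replicate 2, Ntrk2, Pgd and Msl3 no longer passed (adjusted p = 0.0519, 0.0654 and 0.0605), nor did Cyp2a22 without WT liver replicate 1 or 3 (0.0547 and 0.0782). Rdh9 no longer passed without MKR liver replicate 1 or 2 (0.0931 and 0.165) or WT liver replicate 1, 2 or 3 (0.0547, 0.141 and 0.109). Fitted to the 6 liver arrays alone, 6 of the 7 genes missed the threshold, with adjusted p from 0.175 for Pde9a to 0.504 for Cyp2a22, and Ntrk2 passed. With the replicate number as a block 0 of the 7 passed (0.0729 or more). With the median of probe sets Cyp2a22 (0.254), Msl3 (0.597), Osbpl3 (0.0990) and Rdh9 (0.0613) did not pass, nor Cyp2a22 (0.0806), Ntrk2 (0.0610) and Rdh9 (0.0821) without moderation, nor Rdh9 with the deposited values as they stand (0.489).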

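In the fat of MKR mice 6 genes fell and 2 rose at an adjusted p under 0.05. Gpx3, the secreted glutathione peroxidase, had a log2 intensity of 8.53 ± 0.34 (SD, n = 3) in MKR and 9.87 ± 0.22 (SD, n = 3) in WT fat, a log2 change of -1.33 (SE 0.15, adjusted p = 0.00247 from limma). Mgst2, a microsomal glutathione S-transferase, fell by 1.05 (SE 0.12, adjusted p = 0.00247) and Sephs2, which makes the selenium donor for selenoproteins, fell by 0.73 (SE 0.10, adjusted p = 0.00663). Parm1 fell by 1.12 (SE 0.14, adjusted p = 0.00287), the imprinted gene Peg10 fell by 1.36 (SE 0.22, adjusted p = 0.0270), and Msl3 fell by 0.79 (SE 0.11, adjusted p = 0.010). Mki67, a marker of dividing cells, rose by 0.83 (SE 0.12, adjusted p = 0.0171) and the immune receptor Pilra rose by 0.68 (SE 0.11, adjusted p = 0.0266). Without MKR fat replicate 1, which holds epididymis transcripts, all 8 genes passed again, with log2 changes of -1.26 for Gpx3, -0.87 for Mgst2, -0.61 for Sephs2, -1.11 for Parm1, -1.02 for Peg10, -0.76 for Msl3, 0.95 for Mki67 and 0.81 for Pilra. In the 6 fat arrays alone none of the 8 passed limma's test (adjusted p = 0.939 for each). Gpx3, Mgst2, Sephs2 and Parm1 kept their calls when any 1 fat array was left out. Without MKR fat replicate 2, WT fat replicate 1 or WT fat replicate 2 the calls ended for Peg10 (adjusted p = 0.0565, 0.0753 and 0.0732), Mki67 (0.0699, 0.0714 and 0.103) and Pilra (0.155, 0.0955 and 0.121), without MKR fat replicate 3 for Pilra (0.0591), and without WT fat replicate 1 or 2 for Msl3 (0.0738 and 0.0732). With the median of probe sets Mgst2 (0.0765), Mki67 (0.379), Msl3 (0.379) and Pilra (0.294) did not pass, nor Mki67 (0.132), Pilra (0.134) and Sephs2 (0.113) with the replicate number as a block. Peg10 did not pass without moderation (0.172) or with quantile normalization within the tissue (0.0694), nor Peg10 (0.0975) and Sephs2 (0.103) with the deposited values as they stand.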

Statistical tests on gene expression data suggested that several genes were differentially regulated between MKR and healthy mice. The statistical test – Fisher's exact test, providing significance of the association of the experimental gene expression values and the Ingenuity Pathway Analysis canonical pathways, was done using the Ingenuity software (www.ingenuity.com). From gene expression fold change analysis in the three tissues, it was found that for BCAA degradation and FA oxidation pathways, some of the genes are upregulated and some are downregulated in liver, while the same were predominantly downregulated in the T2DM MKR mice's fat and muscle tissues when compared to their healthy euglycemic littermates, as shown in Table 4.

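In camera at the preset correlation, genes of BCAA degradation were lower in the fat and skeletal muscle of MKR mice and higher in their liver. Of the 30 measured genes of the pathway, 30 had a lower mean in MKR than in WT fat and 26 in muscle, and 25 had a higher mean in liver. The median log2 change was -0.30 in fat (adjusted p = 1.5e-08 from camera), -0.19 in muscle (adjusted p = 3.5e-04) and 0.16 in liver (adjusted p = 0.0059). None of these calls held when the correlation was taken from the data (adjusted p = 0.659 in fat, 0.848 in muscle and 0.957 in liver with an estimated correlation). Splits of the 6 mice into groups of 3 number 10, the real one included. A median at least as large, in either direction, came from 1 of them in fat, 2 in muscle and 5 in liver. Hibch, which acts in valine breakdown, had a log2 change of -0.68 in fat (SE 0.22, adjusted p = 0.495 from limma). Echs1, an enoyl-CoA hydratase shared with FA oxidation, had -0.67 in fat (SE 0.22, adjusted p = 0.504) and -0.59 in muscle (SE 0.22, adjusted p = 0.361). Hibch had -0.34 and Echs1 -0.43 in fat without MKR fat replicate 1. Mcee, the methylmalonyl-CoA epimerase, had -0.35 in muscle (SE 0.11, adjusted p = 0.255), and Hibadh, another valine enzyme, had 0.30 in liver (SE 0.16, adjusted p = 0.99979). Of the genes of the branched-chain ketoacid dehydrogenase, Bckdhb had -0.57 in fat, -0.39 in muscle and 0.11 in liver, Dbt had -0.40, -0.55 and -0.01, and Bckdha had -0.08, -0.34 and 0.24, while the aminotransferase gene Bcat2 had -0.57, 0.07 and 0.17. The values in fat without MKR fat replicate 1 were -0.06 for Bckdhb, 0.00 for Dbt, 0.10 for Bckdha and -0.13 for Bcat2. No gene of the list passed limma's test at an adjusted p under 0.05 in any tissue, and 0 passed when adjusted over the list alone. In other settings Bcat1, another aminotransferase gene, passed over all genes in fat. This was so without WT fat replicate 3 (-0.87, adjusted p = 0.0111 from limma) and with array weights (-0.68, 0.0257). At an unadjusted p under 0.05, 8 genes were lower in fat, 2 in muscle and 0 in liver, or 2, 9 and 0 without MKR fat replicate 1. By camera, in fat, markers of epididymis and testis (1.38, adjusted p = 2.7e-07), skeletal muscle (0.16, 6.9e-04), fibroblasts and matrix (0.20, 0.0048) and lymphocytes (0.084, 0.0314) were also higher and those of brown adipocytes lower (-0.079, 0.0394). Macrophage markers were lower in muscle (-0.19, adjusted p = 0.0253) and in liver (-0.11, 0.0038), and skeletal muscle markers were lower in muscle (-0.057, 0.0381). Immediate early and stress genes were higher in fat, liver and muscle (0.20, 0.32 and 0.43, adjusted p = 0.0024, 1.8e-06 and 2.7e-05). None of these marker lists passed with an estimated correlation (adjusted p of 0.559 or more), and without MKR fat replicate 1 the calls in fat ended for epididymis (0.423) and brown adipocyte markers (0.165). Leaving out some single array ended each of these calls but those of skeletal muscle markers in fat and of stress genes in liver and muscle. The skeletal muscle markers had means of 5.23 to 5.44 in the fat arrays, close to the 5.02 to 5.28 of liver and far from the 10.7 to 11.3 of muscle. Their call in fat is thus a small shift at a low level. The median of the BCAA genes in fat was -0.13 without MKR fat replicate 1 (adjusted p = 0.0080). The call in liver ended without MKR liver replicate 1 (0.736) or WT liver replicate 2 (0.959), and the call in muscle without WT muscle replicate 1 (0.127). Over all settings run the adjusted p ranged from 1.9e-10 to 0.659 in fat, from 5.9e-07 to 0.848 in muscle and from 1.2e-04 to 0.959 in liver.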

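Genes of FA oxidation, 8 of which also belong to BCAA degradation, moved in the same directions. Of 31 measured genes, 26 had a lower mean in MKR fat, 27 had a lower mean in MKR muscle and 27 had a higher mean in MKR liver. Their median log2 changes were -0.36 in fat (adjusted p = 2.5e-07 from camera), -0.22 in muscle (adjusted p = 1.4e-04) and 0.15 in liver (adjusted p = 8.2e-04). With an estimated correlation the adjusted p was 0.559 in fat, 0.809 in muscle and 0.809 in liver. Among the 10 splits of the 6 mice, a median at least as large came from 2 in fat, 2 in muscle and 4 in liver. These counts cover either direction and include the real split. Etfb, which passes electrons from FA oxidation to the respiratory chain, had a log2 change of -0.73 in fat (SE 0.23, adjusted p = 0.472 from limma) and -0.41 without MKR fat replicate 1, and Eci2, an enoyl-CoA isomerase, had -0.33 in muscle (SE 0.12, adjusted p = 0.353). No gene of the list passed at an adjusted p under 0.05 over all genes and 0 passed when adjusted over the list alone, in any tissue, while 11 genes in fat and 4 in muscle were lower and 1 in liver was higher at an unadjusted p under 0.05, or 2, 10 and 2 without MKR fat replicate 1. Fibroblast and matrix genes were higher in fat (0.20, adjusted p = 0.0048 from camera) and macrophage markers lower in muscle (-0.19, 0.0253) and liver (-0.11, 0.0038), at 0.809 or more with an estimated correlation. The median in fat was -0.13 (adjusted p = 0.0021) without MKR fat replicate 1, whose fat held epididymis transcripts. The call in liver ended without MKR liver replicate 1 (0.122) or WT liver replicate 2 (0.198). The adjusted p over all settings ranged from 3.2e-09 to 0.559 in fat, 2.4e-06 to 0.809 in muscle and 1.7e-05 to 0.809 in liver. The paper proposes lower FA oxidation in fat and muscle, together with FA synthesis in liver, as an explanation of the raised plasma FFAs, and states that lower expression does not by itself mean lower flux.

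**Figure D2:**
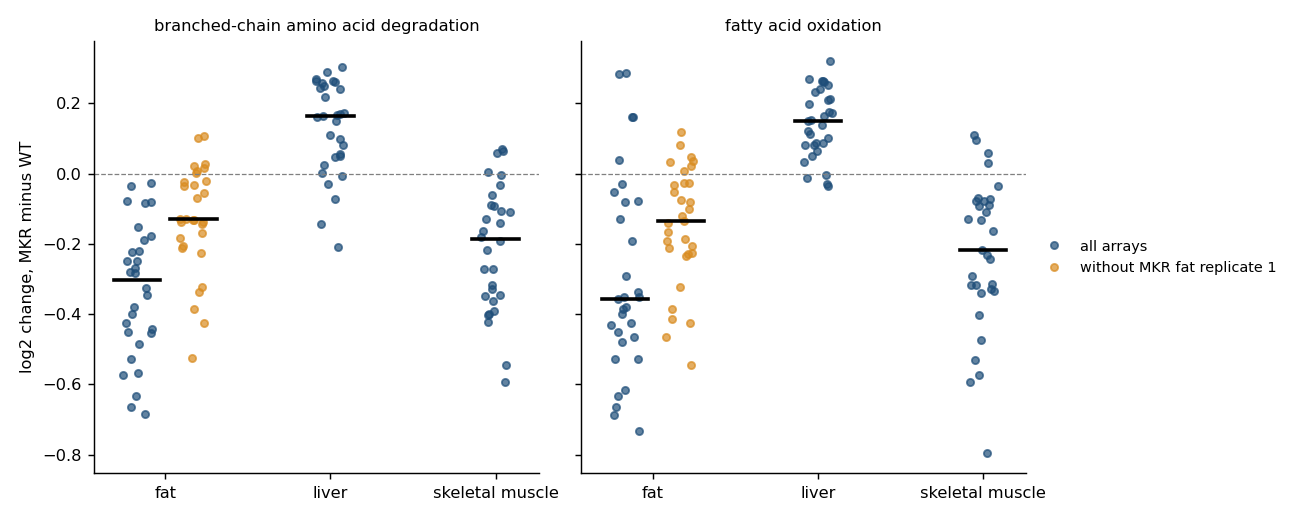
Log2 change, MKR minus WT (y axis), of each measured gene of BCAA degradation and of FA oxidation in the 3 tissues (x axis), with 1 point per gene and a line at the median. Blue points use all arrays and orange points leave out MKR fat replicate 1, where the medians in fat are -0.13 for both pathways.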

**Table 4:** Microarray results for BCAA and FA degradation pathways.

Tissue Pathway	Valine Degradation (%)	Isoleucine Degradation (%)	Leucine Degradation (%)	Tyrosine Degradation (%)	Phenylalanine Degradation (%)	Fatty-acid Oxidation (%)
Fat	81↓/0↑	79↓/0↑	55↓/0↑	30↓/30↑	10↓/10↑	50↓/10↑
Liver	15↓/0↑	10↓/0↑	No change	0↓/20↑	0↓/20↑	5↓/5↑
Skeletal Muscle	35↓/0↑	30↓/0↑	0↓/15↑	50↓/0↑	50↓/20↑	40↓/0↑

Percentage of genes downregulated (↓)/upregulated (↑) in BCAA degradation and FA oxidation pathways in the three tissues.

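A gene's value here was the mean of its probe sets, and the lists were written for this comparison. Both may differ from what underlies Table 4. At the study's thresholds, an unadjusted p under 0.05 from limma and a fold change over 1.5, 3 of 19 genes of valine degradation (15.8%) were lower in MKR fat, namely Hibch, Echs1 and the peroxisomal enzyme gene Ehhadh. Of 20 genes of isoleucine degradation 2 (10%) were lower in fat, Echs1 and Ehhadh, and of 31 genes of FA oxidation 5 (16.1%), namely Slc25a20, Etfb, Echs1, Ehhadh and Cpt2. In muscle Echs1 was the 1 gene past these thresholds, 5.26% of the valine list, 5% of the isoleucine list and 3.23% of the FA oxidation list. None of the 12 genes of leucine degradation, 7 of tyrosine degradation and 9 of phenylalanine degradation passed in any tissue, and no gene of any of these lists passed in liver. At an unadjusted p alone 2 leucine genes were lower in fat and 0 in muscle or liver, and no tyrosine or phenylalanine gene passed in any tissue. These counts without MKR fat replicate 1 were 1 leucine gene in fat and 4 in muscle, and 1 tyrosine and 1 phenylalanine gene in muscle, all lower. The exact 95% binomial interval, which treats the genes of a list as independent, is 3.38% to 39.6% for the valine genes in fat and 5.45% to 33.7% for the FA oxidation genes in fat. The choice of unit moves these shares. When any probe set of a gene counted, chosen after seeing the values, 68.4% of valine and 60% of isoleucine genes were lower in fat. For leucine it was 58.3% and for FA oxidation 64.5%, with 12.9% of FA oxidation genes and 0% of the other 3 lists higher. As whole lists, genes of valine and isoleucine degradation were lower in fat by camera (median log2 change -0.35 and -0.39, adjusted p = 2.5e-07 and 2.1e-07) and muscle (-0.22 and -0.21, adjusted p = 8.2e-04 and 6.9e-04) and higher in liver (0.16 and 0.17, adjusted p = 0.0193 and 0.0025). Leucine genes were lower in fat (-0.30, adjusted p = 8.1e-04) and muscle (-0.21, adjusted p = 0.0486) and had a median of 0.08 in liver (adjusted p = 0.540). Tyrosine and phenylalanine genes passed in no tissue, with camera's adjusted p from 0.583 to 0.997. With an estimated correlation none of these calls held, at an adjusted p of 0.559 or more. Without MKR fat replicate 1 the median of the leucine genes in fat was -0.03 (adjusted p = 0.425), that of the valine genes -0.13 (0.0094) and that of the isoleucine genes -0.13 (0.0158), and 0 genes of valine, isoleucine or FA oxidation passed the study's thresholds in fat. The liver calls ended without MKR liver replicate 1 (valine 0.649, isoleucine 0.236) or WT liver replicate 2 (0.948 and 0.567). Those in muscle ended without WT muscle replicate 1 (valine 0.0832, isoleucine 0.0742, leucine 0.592), and for leucine also without MKR muscle replicate 1 or 2 (0.0913 and 0.125) or WT muscle replicate 2 (0.0650). Echs1 missed the study's thresholds in muscle without MKR muscle replicate 1, MKR muscle replicate 2 or WT muscle replicate 1.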

Liver tissues’ FA degradation pathways’ genes did not provide a clear explanation of high concentration.

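No single gene of FA oxidation passed limma's test in the liver of MKR mice. Cpt1a, the liver form of the enzyme that commits long-chain FAs to mitochondrial oxidation, had a log2 intensity of 9.66 ± 0.24 (SD, n = 3) in MKR and 9.57 ± 0.10 (SD, n = 3) in WT liver, a log2 change of 0.09 (SE 0.21, adjusted p = 0.99979 from limma). Acad10, an acyl-CoA dehydrogenase family member, had the smallest p of the list, with a log2 change of 0.25 (SE 0.10, adjusted p = 0.897). Acsl5, a long-chain acyl-CoA synthetase, had 0.24 (SE 0.12, adjusted p = 0.99979), with all 3 MKR livers above all 3 WT livers.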

The liver tissues' FA degradation pathway genes did not provide a clear explanation of high concentration of FFAs in the plasma of T2DM subjects. However, the biosynthesis pathway from Ingenuity Pathway Analysis (Figure 6) for fatty acids in the liver tissues of MKR mice does provide an explanation of the differences in FFA levels in healthy and diseased subjects' plasma. 

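Genes of FA biosynthesis were higher in the liver of MKR mice than in that of WT mice by camera at the preset correlation. Of 9 measured genes 7 had a higher mean, with a median log2 change of 0.16 and a mean of 0.33 (adjusted p = 0.0052 from camera, 0.559 with an estimated correlation). In liver 4 of the 10 splits of the 6 mice, the real one included, gave a median at least as large in either direction. The 2 enzymes that lead from acetyl-CoA to palmitate had the largest values. Fasn, the fatty acid synthase, had a log2 intensity of 8.25 ± 0.86 (SD, n = 3) in MKR and 7.14 ± 0.55 (SD, n = 3) in WT liver, a log2 change of 1.11 (SE 0.41, adjusted p = 0.841 from limma). Acaca, the cytosolic acetyl-CoA carboxylase, had 8.23 ± 0.35 and 7.30 ± 0.40 (SD, n = 3), a log2 change of 0.93 (SE 0.29, adjusted p = 0.592 from limma), with all 3 MKR livers above all 3 WT livers. Acacb, the carboxylase at the mitochondrial membrane, had a log2 change of 0.51 (SE 0.33, adjusted p = 0.99979). The remaining genes, mostly of mitochondrial FA synthesis, lay closer to 0: Cbr4 at 0.21, Mecr at 0.16, H2-Ke6 at 0.09, Mcat at 0.06, Olah at -0.02 and Oxsm at -0.07. No gene passed at an adjusted p under 0.05 over all genes, and 1, Acaca, passed when adjusted over the list alone. In MKR fat the same list was lower (9 of 9 genes, median -0.22, adjusted p = 1.8e-06, 0.321 with an estimated correlation), with 4 genes passing when adjusted over the list alone, among them Acacb (-1.87, SE 0.33, adjusted p = 0.0672 over all genes). Macrophage markers were lower in liver (-0.11, adjusted p = 0.0038 from camera) and fibroblast and matrix genes higher in fat (0.20, 0.0048), both at 0.809 with an estimated correlation. Without MKR fat replicate 1 the median in fat was -0.24 (adjusted p = 2.8e-04) and Acacb passed over all genes (-1.36, adjusted p = 0.0194), as it did without MKR fat replicate 3 (0.0094). The call in liver ended without MKR liver replicate 1 (0.108) or WT liver replicate 2 (0.0887), and its adjusted p ranged from 5.3e-04 to 0.559 over all settings. The paper proposes FA synthesis in liver as part of an explanation of the raised plasma FFAs.

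**Figure D3:**
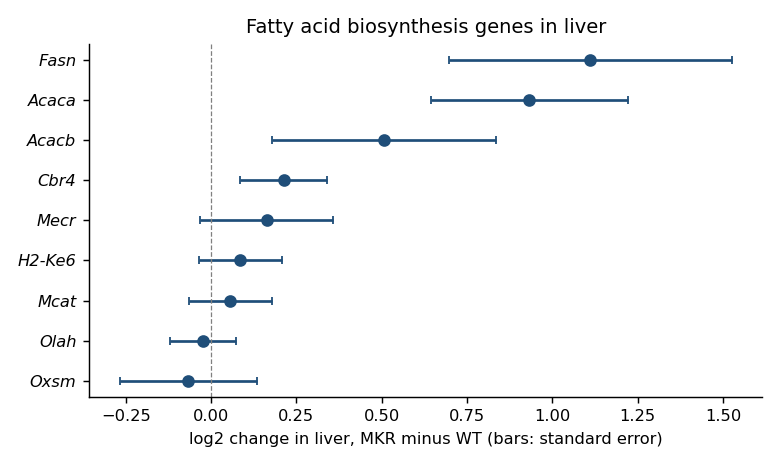
Log2 change, MKR minus WT liver (x axis), with its standard error, for the 9 measured genes of FA biosynthesis (y axis). Fasn at 1.11, Acaca at 0.93 and Acacb at 0.51 lie farthest from 0.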

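By camera at the preset correlation, the effect of the MKR genotype on FA genes differed between liver and the other 2 tissues, though no difference passed with an estimated correlation. For FA oxidation the median difference in log2 change was -0.47 between fat and liver (adjusted p = 3.7e-10 from camera on the interaction) and -0.33 between muscle and liver (adjusted p = 9.5e-07), both at an adjusted p of 0.356 with an estimated correlation. For FA biosynthesis it was -0.43 between fat and liver (adjusted p = 5.9e-08, 0.0819 with an estimated correlation) and -0.47 between muscle and liver (adjusted p = 0.0047, 0.356 with an estimated correlation). Genes of FA biosynthesis in muscle had a median log2 change of -0.23, with 7 of 9 lower (adjusted p = 0.162), and passed without WT muscle replicate 3 (-0.29, adjusted p = 0.0427), though not with an estimated correlation. For BCAA degradation the differences were -0.46 between fat and liver (adjusted p = 3.7e-10, 0.356 with an estimated correlation) and -0.32 between muscle and liver (adjusted p = 1.2e-05, 0.505 with an estimated correlation). Between fat and muscle the test was not passed for FA oxidation (median -0.07, adjusted p = 0.488) or for BCAA degradation (-0.12, adjusted p = 0.274), although BCAA degradation passed without MKR fat replicate 3 (0.0216) or WT muscle replicate 1 (0.0092), in neither case with an estimated correlation. The differences between fat and liver without MKR fat replicate 1 were -0.27 for FA oxidation (adjusted p = 2.7e-06), -0.45 for FA biosynthesis (6.2e-06) and -0.26 for BCAA degradation (3.7e-05). Without that array the differences between fat and muscle turned to 0.11 for FA oxidation and 0.01 for BCAA degradation. Neither passed (adjusted p = 0.392 from camera for each).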

There is a clear increase in the gene expression patterns for biosynthesis of fatty acids in liver and a decrease in fatty acid oxidation in skeletal muscle and fat tissues, thereby accumulating more free fatty acids in the plasma of T2DM subjects.

**Figure 6:**
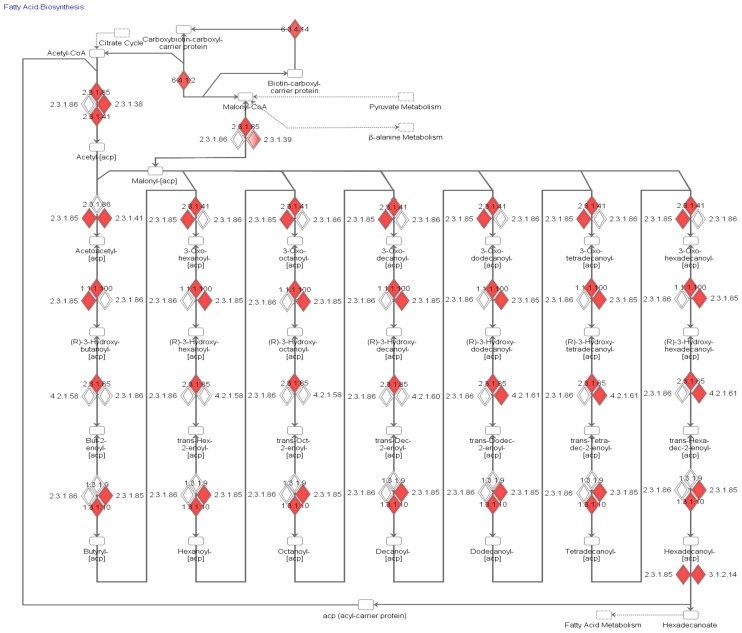
Canonical biosynthesis pathway of fatty acids in liver using microarray data. Mapping of gene expression for liver tissues on biosynthesis of fatty acids, using Ingenuity Pathway Analysis software. Red color shows upregulated gene expression in MKR mice versus Healthy mice.

In order to perform systems level analysis of the gene expression data, to achieve a better understanding of BCAA and FA metabolism, we next used the gene expression data along with the MCL multi-tissue model to generate flux predictions. Gene expression data was used for generating a context-specific MCL multi-tissue network using an algorithm which uses gene expression data to remove the reactions associated with no gene expression, thereby creating a context-specific metabolic network for the *in silico* T2DM condition simulation. Then, flux variability analysis is performed to find out the reactions without fluxes, which are then removed. The remaining reactions then represent an active context-specific metabolic network. This active model was used to find out the differences between biochemical reaction activity between T2DM and healthy states.

Figure 7 (A)–(F) represent the data corresponding to each subsystem in the three tissues compared to a hypothetical dataset represented by a random selector. T-scores were obtained for each subsystem to determine the statistical significance of the degree of differential expression. The purpose of organizing the data in this way is to identify particular subsystems affected more greatly by T2DM. This organization scheme helps filter out small subsystems that contain all downregulated reactions but have very few reactions, and therefore do not control the overall behavior of the model.

**Figure 7:**
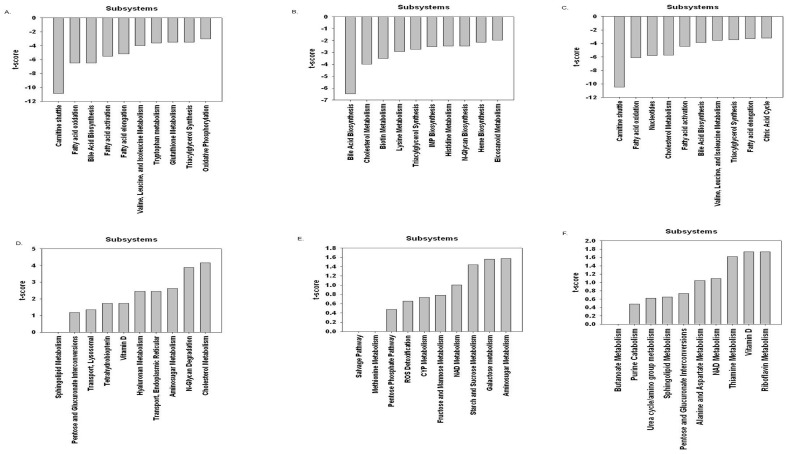
MCL multi-tissue model predictions on different pathways. (A), (B), and (C) represent downregulated pathways (subsystem) for adipose, liver, and skeletal muscle tissues respectively. (D), (E), and (F) represent upregulated pathways for adipose, liver, and skeletal muscle tissues respectively. They are organized by t-score; the more negative the t-score, the more down-regulated the subsystem and the more positive the t-score, the more up-regulated the subsystem.

Cholesterol metabolism is upregulated in adipose tissue (Figure 7 – D) and downregulated in liver tissue (Figure 7 – B) and muscle tissue (Figure 7 – C). This can lead to higher cholesterol level in plasma of T2DM subjects as also observed through actual measurements [54]. 

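Genes of cholesterol biosynthesis were lower in the liver of MKR mice. Of 17 measured genes 14 had a lower mean, with a median log2 change of -0.34 (adjusted p = 0.0020 from camera, 0.809 with an estimated correlation). Dhcr7, which catalyses the last step to cholesterol, had a log2 intensity of 7.51 ± 0.22 (SD, n = 3) in MKR and 8.01 ± 0.16 (SD, n = 3) in WT liver (log2 change -0.50, SE 0.12, adjusted p = 0.292 from limma). It was the 1 gene that passed when adjusted over the list alone, and none passed over all genes. Macrophage markers were lower in liver as well (-0.11, adjusted p = 0.0038 from camera, 0.809 with an estimated correlation). Sqle, the squalene epoxidase, had -0.997 (SE 0.48, adjusted p = 0.998). In fat 11 of 17 genes had a higher mean (median 0.07, adjusted p = 0.570), with Tm7sf2 at 0.39 (SE 0.21), or 0.07 without MKR fat replicate 1, and in muscle 15 had a lower mean (median -0.04, adjusted p = 0.571), with Ebp at -0.20 (SE 0.15). The change differed between fat and liver by a median of 0.35 (adjusted p = 0.0055, 0.592 with an estimated correlation). The liver call ended without MKR liver replicate 3 (0.468) or WT liver replicate 3 (0.525), out of a range of 2.0e-06 to 0.525 when 1 array was left out. In fat the median was -0.15 and passed as lower (adjusted p = 0.0187) without MKR fat replicate 1, and was 0.18 and passed as higher (0.0467) without MKR fat replicate 2, while neither passed with an estimated correlation. The difference between fat and liver ended without MKR fat replicate 1 (0.565), MKR liver replicate 3 (0.278), WT fat replicate 3 (0.0676) or WT liver replicate 3 (0.290). Expression is the input of the multi-tissue model, and fluxes were not computed from these values here.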

The carnitine shuttle is downregulated in adipose tissues (Figure 7 – A) and muscle tissues (Figure 7 – C), and is upregulated in liver tissues (Figure 7 – E). 

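Genes of the carnitine shuttle were lower in the fat of MKR mice. Of 8 measured genes 5 had a lower mean, with a median log2 change of -0.39 (adjusted p = 0.0315 from camera, 0.559 with an estimated correlation). Slc25a20, the carrier that moves acylcarnitines into mitochondria, had a log2 change of -0.62 in fat (SE 0.18, adjusted p = 0.451 from limma) and was the 1 gene that passed there when adjusted over the list alone, while without MKR fat replicate 1 it had -0.47 and 0 passed. Slc22a5, the plasma membrane carnitine transporter, had -0.39 in fat (SE 0.15, adjusted p = 0.550). In muscle 4 of 8 genes had a lower mean (median -0.02, adjusted p = 0.783). Slc25a20 had -0.57 there (SE 0.18, adjusted p = 0.271), with all 3 MKR muscles below all 3 WT muscles, and Cpt1b, the muscle form of carnitine palmitoyltransferase, had -0.04 (SE 0.34, adjusted p = 0.991). In liver 6 of 8 had a higher mean (median 0.10, adjusted p = 0.583), with Slc25a20 at 0.23 (SE 0.18) and Crot at 0.11 (SE 0.14). No gene passed over all genes in any tissue, and in muscle and liver 0 passed when adjusted over the list alone, or 2 in muscle without MKR fat replicate 1. There were 4 lower genes in fat, 1 in muscle and 0 in liver at an unadjusted p under 0.05, or 2, 2 and 0 without that array. Fibroblast and matrix genes were higher in fat (0.20, adjusted p = 0.0048 from camera, 0.809 with an estimated correlation). The change in fat differed from that in liver (median difference -0.35, adjusted p = 0.0257, 0.356 with an estimated correlation), while the difference between muscle and liver did not pass (-0.01, adjusted p = 0.488). The call in fat ended without MKR fat replicate 1 (median -0.13, adjusted p = 0.122), MKR fat replicate 2 (0.0909) or WT fat replicate 3 (0.101). The difference from liver ended without MKR fat replicate 1 or 2 (0.0993 and 0.0511), MKR liver replicate 1 or 3 (0.0568 and 0.0996), WT fat replicate 3 (0.0750) or WT liver replicate 1 (0.236).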

As reported in literature [14], a downregulated carnitine shuttle leads to insulin resistance by triglyceride accumulations in the cytosol of the cells by hampering beta-oxidation. 

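Genes of N-glycan degradation and N-glycan biosynthesis did not pass the test as groups in any tissue. Of 12 measured degradation genes 7 had a higher mean in MKR fat, with a median log2 change of 0.03 (adjusted p = 0.903 from camera), and the medians were -0.03 in liver (adjusted p = 0.918) and -0.04 in muscle (adjusted p = 0.695). In fat Glb1, the lysosomal beta-galactosidase, had 0.31 (SE 0.20, adjusted p = 0.753 from limma) and the alpha-mannosidase Man2c1 had -0.25 (SE 0.13, adjusted p = 0.678). Glb1 had -0.02 without MKR fat replicate 1, and the medians in fat were then -0.06 for degradation (adjusted p = 0.392) and -0.04 for biosynthesis (0.270). Of 34 measured biosynthesis genes 19 had a higher mean in MKR liver, with a median of 0.02 (adjusted p = 0.465), and the medians were 0.03 in fat (adjusted p = 0.819) and -0.05 in muscle (adjusted p = 0.245). In liver Alg13, of the first steps of the lipid-linked precursor, had 0.40 (SE 0.16, adjusted p = 0.902), and the glucosyltransferase Alg8 had -0.29 (SE 0.17, adjusted p = 0.99979). St6gal1, which adds terminal sialic acid, had 0.85 in fat (SE 0.26, adjusted p = 0.472) and 0.36 without MKR fat replicate 1. In each tissue 0 genes of both lists passed limma's test over all genes, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 3 lower and 2 higher biosynthesis genes in fat, 1 higher in liver and 0 in muscle, and 1 lower degradation gene in muscle, Fuca1. These counts without MKR fat replicate 1 were 3 lower and 1 higher biosynthesis genes in fat, 2 higher in liver and 2 lower in muscle, 1 of which passed when adjusted over the list alone, and 1 higher degradation gene in liver. The biosynthesis genes passed as higher in liver without MKR liver replicate 3 (median 0.11, adjusted p = 0.0070), though not with an estimated correlation.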

Another interesting observation is the upregulated N-Glycan degradation in adipose tissues (Figure 7 – C) and downregulated N-Glycan biosynthesis in liver tissues (Figure 7 – B). The behavior of these pathways leads to altered N-Glycans structure in the plasma of T2DM subjects [55], [56]. 

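Genes of sphingolipid metabolism did not pass the test as a group in the fat or muscle of MKR mice. Of 27 measured genes 16 had a higher mean in fat (median log2 change 0.05, adjusted p = 0.887 from camera) and 13 in muscle, where the median was -0.01 while the mean of 0.01 and the test pointed upwards (adjusted p = 0.819). In fat Sgpl1, the sphingosine-1-phosphate lyase, had -0.62 (SE 0.18, adjusted p = 0.444 from limma) and the ceramidase Acer2 had -0.78 (SE 0.26, adjusted p = 0.504), and both had -0.42 without MKR fat replicate 1. In muscle Sphk1, a sphingosine kinase, had 0.41 (SE 0.15, adjusted p = 0.342) and Galc, the galactosylceramidase, had -0.41 (SE 0.16, adjusted p = 0.365). In liver 17 genes had a higher mean (median 0.06, adjusted p = 0.0859, 0.559 with an estimated correlation). Galc at 0.59 (SE 0.16, adjusted p = 0.435) was the 1 gene there that passed when adjusted over the list alone, and Kdsr, of the first steps of ceramide synthesis, had 0.52 (SE 0.18, adjusted p = 0.768). In fat and muscle 0 genes passed over all genes and 0 when adjusted over the list alone, with 2 lower and 2 higher in fat and 1 lower and 2 higher in muscle at an unadjusted p under 0.05. There were 3 lower and 0 higher in fat without MKR fat replicate 1, and 1 higher gene in muscle and 2 in liver then passed when adjusted over the list alone. The median in fat was then 0.02 and the test pointed downwards (adjusted p = 0.700 from camera). The list passed as higher in liver without MKR liver replicate 2 (0.0188), WT liver replicate 1 (0.0442) or MKR fat replicate 1 (0.0261), though not with an estimated correlation.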

Sphingolipid metabolism is upregulated both in adipose tissues (Figure 7 – D) and muscle tissues (Figure 7 – F), which matches expectations, as ceramide levels in skeletal muscle of T2DM Zucker fatty rat were found normal [57], [58]. However, there is no known relation between T2DM and skeletal muscle ceramide level [59].

It is important to note that in most of the research work done on studying behavior of these subsystems deal with studying differences in gene expression in the two physiological conditions; however, in this study we present differences in fluxes in the biochemical reactions in the two physiological conditions (T2DM vs healthy). Figures S1–S15 in File S1 show percentage of reactions retained by subsystems in the three tissues, fold change analysis in the three tissues, OMIM data analysis including the random selector along with zoomed in version, and robustness analysis results. File S2 provides direction of flux changes (upregulated or downregulated) in different subsystems along with the t-scores in adipose, skeletal muscle, and liver tissues in three individual worksheets corresponding to each tissue type. In the former method of study, if genes associated with few reactions in a subsystem are downregulated, then most of the subsystem will be downregulated because of the steady-state condition. However, in subsystems with a combination of upregulated and downregulated genes, the whole subsystem behaves unpredictably, so the flux results can help decipher such ambiguous situations clearly.

## Discussion

In the present study, microarray technology was used to elucidate the relation of free fatty acid and branched-chain amino acids levels under T2DM and normal condition and the gene expression profiles in three different tissues – liver, muscle, and adipose of diabetic MKR mice. The findings from microarray analysis show that MKR mice have a downregulated fatty acid oxidation profile in muscle and adipose tissues. In liver, the entire fatty acid oxidation profile is not downregulated. On the contrary, fatty acid biosynthesis in liver tissues is considerably upregulated as shown in figure 6. Therefore, a possible explanation for the higher circulating free fatty acid levels in the diabetic MKR mice is the upregulated biosynthesis of fatty acids in liver and considerable lower oxidation of the fatty acids in the muscle and adipose tissues of the animals. Gene expression for branched-chain amino acids metabolism is significantly downregulated too. However, mere downregulation of gene expression does not imply downregulation of the flux through these pathways. Moreover, using gene expression data alone doesn't clearly predict how fast or slow a biochemical reaction proceeds. However, incorporating metabolic flux results, based on such computational models, greatly enhances the understanding of reaction fluxes.

Wang et al. [60] pointed out that comparisons using only enrichment statistics with gene expression data provides far fewer predictions as given by model based approaches. There are a larger number of pathways that can be identified using the model based approach as compared to using gene expression data alone.

Subsequently, an algorithm for building a multi-tissue model is presented in the current paper. The algorithm presented in this paper uses as few linear programming solutions as possible to achieve an optimal solution, so that the solution can be found in a reasonable amount of time. The model provides users with the ability to predict changes in metabolite levels in the medium after deleting specific metabolic genes, as well as the ability to predict changes in metabolite concentrations in the plasma/medium after applying fold changes to specific genes. Other capabilities include using a quadratic programming solver to apply experimentally derived fluxes to specific reactions in the model and determining the remaining fluxes to examine the behavior of the overall model in given by the experiment [17].

The positive aspect of this approach is that metabolic fluxes can be predicted; this is important because metabolic fluxes are difficult to measure in mammalian tissues, and metabolic fluxes provide essential information used for characterizing phenotypes of cellular systems. Flux information can help predict metabolic biomarkers in blood/plasma [22], and can potentially help predict causes for certain metabolic disorders. However, due to their qualitative nature, results from these steady state models should be thought of as supplements to experiments; they are best used to help provide potential targets for biological experiments.

Figures S7–S12 in File S1 delineate the results of the fold change analyses by separating the upregulated and downregulated reactions by subsystems (pathways). As mentioned before, it is easier to find out approximately which subsystems are upregulated or downregulated by microarray analysis, but that does not fully explain the physical effects of the fold changes in these genes, in terms of changes in the metabolic fluxes. The results show a significant downregulation of branched-chain amino acid metabolism and fatty acid oxidation in muscle and adipose tissues (there is some down regulation of branched-chain amino acid metabolism in the liver tissue, but it is less apparent than in the other two tissues). There are more downregulated reactions than upregulated reactions. Changes in gene expression can only be assumed to affect relative enzyme levels, which can only affect upper and lower flux bounds; therefore, we can assume that more downregulated reactions are affected than upregulated reactions because a decrease in the flux bounds represents more restriction than an increase in flux bounds. This is because reactions with increased flux bounds can still be forced to have lower fluxes by adjacent downregulated reactions, whereas reaction with decreased flux bounds cannot be forced to have higher fluxes by adjacent upregulated reactions.

Statistical significance of the differential regulation of the subsystems was calculated by using a two sample t-test (assuming the second sample is a randomly generated set of upregulated, downregulated, and unchanged reaction predictions and is of the same size as the subsystem) to determine the statistical significance of the subsystem's deviation from random behavior. For example, if the subsystem is 100% downregulated with two reactions, then, intuitively, this is not very statistically relevant because a random selector can make this selection 1/9 of the time (assuming the random selector chooses downregulated, upregulated, and unchanged each 1/3 of the time). Thus, sorting by the t-score of each subsystem provides a better understanding of the extent of differential regulation of the subsystems. Figures S1–S12 in File S1 demonstrate the approximate effect of the gene expression during T2DM on certain subsystems. As expected branched chain amino acid metabolism and fatty acid oxidation have very high t-scores in muscle and adipose tissue. The results regarding the branched-chain amino acid metabolism is consistent with the results available in literature [61]. The downregulation of BCAA metabolism in adipose tissue causes an increase in BCAAs in the circulation, which is shown by the amino acid transport fluxes. This increase in circulating BCAAs causes a decrease in BCAA metabolism in muscle tissue as well [53], which is consistent with results in this study. Newgard et al. have reported increased concentration of BCAA in the plasma of T2DM subjects [10]. Although we didn't have access to *in vivo* methods of metabolic flux measurement, we did find evidences supporting our results. For example, it is reported that gluconeogenesis flux in humans is decreased in Type 2 Diabetes [62], which is also demonstrated in our model. 

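Genes of gluconeogenesis were lower in the fat of MKR mice, and neither liver nor muscle passed the test. Of 15 measured genes 13 had a lower mean in fat, with a median log2 change of -0.22 (adjusted p = 0.0013 from camera, 0.321 with an estimated correlation). Pcx, the pyruvate carboxylase, had -0.78 in fat (SE 0.26, adjusted p = 0.504 from limma) and Ppargc1a, a transcriptional coactivator of mitochondrial and gluconeogenic genes, had -0.71 (SE 0.24, adjusted p = 0.518), with -0.35 and -0.88 without MKR fat replicate 1. In liver 9 of 15 genes had a higher mean (median 0.08, adjusted p = 0.783). G6pc, the glucose-6-phosphatase that releases glucose, had a log2 intensity of 10.91 ± 0.24 (SD, n = 3) in MKR and 10.20 ± 0.69 (SD, n = 3) in WT liver (log2 change 0.71, SE 0.22, adjusted p = 0.607 from limma), and Sds, the serine dehydratase, had -0.39 (SE 0.17, adjusted p = 0.936). In muscle the median was -0.06 (adjusted p = 0.536), with the transcription factor Foxo1 at -0.47 (SE 0.16, adjusted p = 0.318). No gene passed over all genes, and 0 passed when adjusted over the list alone, in any tissue, while 3 were lower in fat, 1 was lower and 1 higher in liver and 1 was lower in muscle at an unadjusted p under 0.05. When adjusted over the list alone 2 lower genes in fat and 1 in muscle passed without MKR fat replicate 1. Fibroblast and matrix genes were higher in fat (0.20, adjusted p = 0.0048 from camera, 0.809 with an estimated correlation). In fat without MKR fat replicate 1 the median was -0.10 (adjusted p = 0.0125), within a range of 2.0e-04 to 0.0125 when 1 fat array was left out.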

In skeletal muscle, free fatty oxidation flux is reduced implying abnormal mitochondrial function [63]–[66] which is also suggested by our results with reduced fatty acid oxidation in skeletal muscle as well as reduced carnitine shuttle which is responsible for fatty acid transport across mitochondria. 

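In skeletal muscle the mean log2 intensity of the FA oxidation genes was lower in every MKR mouse than in every WT mouse. It was 8.17, 8.06 and 8.30 in MKR replicates 1, 2 and 3 and 8.55, 8.35 and 8.33 in WT replicates 1, 2 and 3, and the list kept its call in camera when any 1 of these arrays was left out (adjusted p from 2.4e-06 to 0.0159). It did not pass with an estimated correlation (0.809 with all arrays) or with limma's fry (0.609). For the carnitine shuttle genes the means were 7.53, 7.48 and 7.71 in MKR muscle and 7.75, 7.64 and 7.65 in WT muscle, which overlap. A complete separation of 3 MKR from 3 WT values, as for the FA oxidation genes, arises by chance in 10% of cases. Slow fibre genes had means of 7.438, 8.571 and 9.482 in MKR muscle and 9.633, 7.645 and 7.906 in WT muscle, in the order of the replicates. The muscle samples thus differed in these genes within each genotype, and how this bears on the FA oxidation genes was not tested. Expression is reported here, and oxidation fluxes were not computed.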

In order to compare our findings and the above reported findings, we have reported predictions on the BCAA exchange metabolites. Apart from BCAA, other exchange fluxes predictions also resulted from the analysis, but those predictions' in vivo validity with respect to T2DM is not yet confirmed.

The most negative t-score in adipose and muscle tissues is for the carnitine shuttle subsystem. 

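Genes of nucleotide biosynthesis did not pass the test as a group in any tissue. Of 29 measured genes 21 had a lower mean in MKR muscle (median log2 change -0.11, adjusted p = 0.217 from camera) and 19 in MKR fat (median -0.08, adjusted p = 0.284), while 19 had a higher mean in liver (median 0.05, adjusted p = 0.0875). In muscle Adss, of AMP synthesis, had 0.49 (SE 0.10, adjusted p = 0.0725 from limma) and was the 1 gene that passed when adjusted over the list alone, and Rrm2b, a ribonucleotide reductase subunit, had -0.31 (SE 0.12, adjusted p = 0.381). In fat Adsl, of purine synthesis, had -0.34 (SE 0.12, adjusted p = 0.538) and the adenylate kinase Ak1 had 0.36 (SE 0.13, adjusted p = 0.539). In liver Rrm2, the ribonucleotide reductase subunit of dividing cells, had 0.68 (SE 0.17, adjusted p = 0.333) and passed when adjusted over the list alone, as the 1 gene in that tissue. No gene passed over all genes in any tissue and 0 passed in fat when adjusted over the list alone, with 2 lower and 1 higher in fat, 2 lower and 1 higher in muscle and 3 higher in liver at an unadjusted p under 0.05. There were 1 lower and 0 higher in fat and 3 lower and 1 higher in muscle without MKR fat replicate 1, when Adss passed over all genes (adjusted p = 0.0390) and the median in fat was -0.11 (adjusted p = 0.146). The list passed as lower in muscle without WT muscle replicate 3 (0.0198), and as higher in liver without MKR liver replicate 3 (0.0016), WT liver replicate 1 (0.0329) or WT liver replicate 3 (0.0211), and in none of these fits with an estimated correlation.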

The ‘Nucleotides’ subsystem is also strongly downregulated in both muscle and adipose tissue. Interestingly, liver tissue displays more upregulation than the other tissues, with the carnitine shuttle subsystem showing upregulation. Thus, the carnitine shuttle subsystem appears to be the subsystem most affected in T2DM. The carnitine shuttle is responsible for transport of long chain fatty acids into mitochondria for oxidation. So, a downregulated carnitine shuttle in adipose and muscle tissues implies lower metabolism of the FFAs in those two tissues. Even though the FFA metabolism is higher in liver because of upregulated carnitine shuttle, the biosynthesis pathway of fatty acids is also elevated (Figure 6). This explains the overall high FFA plasma level in T2DM condition. 

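Genes of bile acid biosynthesis had values in both directions in the liver of MKR mice, and the list did not pass camera, which tests a shift in 1 direction. Of 14 measured genes 8 had a lower mean (median log2 change -0.10, adjusted p = 0.800 from camera). It passed the mixed test of limma's fry, for members that move either way (adjusted p = 0.0045). When adjusted over the list alone 2 genes were lower and 1 was higher, and none passed over all genes. The 2 lower genes were Cyp39a1, an oxysterol hydroxylase (-1.15, SE 0.35, adjusted p = 0.581 from limma), and Cyp7b1, of the alternative pathway (-0.64, SE 0.21, adjusted p = 0.712). The higher gene was Cyp46a1, the cholesterol 24-hydroxylase (0.61, SE 0.12, adjusted p = 0.112), with all 3 MKR livers above all 3 WT livers. Over all genes Cyp39a1 passed without MKR liver replicate 3 (-1.69, adjusted p = 0.0219 from limma) and Cyp46a1 with array weights (0.69, 0.0350). Cyp7a1, the rate-limiting enzyme of the classical pathway, had -0.32 (SE 0.12, adjusted p = 0.848) and was named after its values were seen. In fat the median was 0.00 and the mean -0.06 (adjusted p = 0.554), with Scp2, a sterol carrier, at -0.62 (SE 0.19, adjusted p = 0.460), or -0.41 without MKR fat replicate 1. In muscle the median was 0.03 (adjusted p = 0.800).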

Other subsystems that appear to be affected strongly include most metabolic subsystems of bile acid metabolism, cholesterol metabolism, and branched-chain amino acid metabolism. These subsystems should be studied in more depth in future studies.

In summary, the integration of microarray data and *in silico* predictions via constraint-based modeling has facilitated better understanding of the reason behind high BCAA and FFA levels in plasma of T2DM subjects. Prior systems biology studies have shown the ability of constraint-based models to predict metabolic biomarkers [22]. Similarly, this model provides the complete set of biomarker predictions generated by the genetic fold change study. These metabolites represent potential biomarkers that can facilitate T2DM studies.

Type 2 diabetes is characterized by two major defects: beta-cell dysfunction and insulin resistance in peripheral tissues. The exact alterations in molecular pathways associated with beta-cell dysfunction in insulin-resistant and diabetic states are not clearly understood. Most of the studies involving T2DM and insulin resistance utilize data from insulin-resistant or diabetic animal models, such as Zucker fatty (ZF) and Zucker diabetic fatty rats (ZDF) [27], high-fat-fed mice [28], muscle IGF-1 receptor–lysine–arginine (MKR) mice [29], [30], and lep/lep mice [31]. A common feature of all these animal models is that all models have manifested insulin resistance and often exhibit islet dysfunction as occurs in the early stages of type 2 diabetes in humans. Therefore, it is, in our opinion, valid to use MKR mice and Zucker diabetic fatty rat data for making predictions on humans' T2DM phenotypes.

In a mammalian system, the specific objective of a particular function of a cell, at a given time and under certain conditions, is difficult to identify, whereas in unicellular systems, the objective function can be assumed to be the maximization of cell growth. This is because mammalian systems are much more complex, especially when attempting to define models for different tissues, because each tissue has a different objective. One may consider that there is an over-arching objective function when considering a system that defines the overall human body as a linear combination of partial Recon1's associated with each tissue, but this again is difficult to define, because the objective of maximizing biomass in unicellular organisms only applies during the exponential growth phase. Thus, maximizing biomass in mammalian systems may be applicable, but only during the growth phase of the mammal.

## Materials and Methods

### B.1 Animal Studies

All animal study protocols were approved by the Mount Sinai School of Medicine Institutional Animal Care and Use Committee (IACUC). Mice were housed in The Mount Sinai School of Medicine Center for Comparative Medicine and Surgery, an Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) and Office of Laboratory Animal Welfare (OLAW) accredited facility, where animal care and maintenance were provided.

Male 10-weeks old FVB/N – MKR mice were used for the microarray studies. Generation and characterization of MKR mice have been described elsewhere [32]. Mice were kept on a 12-h light/dark cycle, they were allowed free access to diet (Picolab rodent diet #5053) and fresh water. Death of the mice was caused by subjecting them to CO_2_. Liver, Skeletal muscle, and fat tissues were flash frozen in liquid nitrogen, stored at −80°C, and shipped on dry ice to NIDDK/NIH facility for further processing.

### B.2 RNA Sampling

Total RNA from the liver, fat, and skeletal muscle tissues was isolated for three biological replicates for both diseased and healthy animal subjects. Qiagen's Microarray Tissue Mini Kit (Qiagen GmbH, Germany) was used for RNA isolation purpose according to the manufacturer's instructions. Purified total RNA was quantified using a spectrophotometer (Thermo Scientific Ltd). The absorbance values at 260 and 280 nm were used for assessing the quality of the sample. Only the samples with greater than 1.80 260/280 absorbance ratio were used for microarray analysis [67].

### B.3 Microarrays procedure, Statistical analysis and Biological Inference

RNA quality was tested using bioanalyzer (RNA Nano assay in the Expert 2100 software, Agilent Technologies, CA) and RIN (RNA Integrity Number) values were above 8.0 for all the samples. 100 ng of RNA from each sample was amplified to generate cDNA using NUGEN Applause WT – Amp ST system (NuGEN Technologies, CA), according to the manufacturer's instructions. 2.5 µg of cDNA was fragmented and biotinylated using Encore Biotin module (NUGEN Technologies, CA). Resultant sample mix with hybridization reagents (Affymetrix Inc. CA) and injected into Affymetrix Mouse Gene 1.0 ST arrays and incubated for 18+2 hours in hybridization oven rotating at 60 rpm at 45°C (Affymetrix Inc., CA). Arrays were processed using Affymetrix 450 Fluidic stations using wash and stain kit (Affymetrix Inc.). Chips were scanned using Affymetrix GeneChip scanner 3000 operated by Gene Chip Operating Software, version 1. 4 (GCOS 1.4) and generated.CEL.CHP and RPT files. To access the efficiency of cDNA synthesis Poly A controls (dap, lys, phe, thr- Affymetrix Inc.) was spiked to the samples and hybridization controls (bioB, bioD, bioC and Cre, Affymetrix Inc.) were added to monitor labeling efficiency according to the manufacturer's instructions.

The microarray raw data was analyzed using software Partek genomics suite, version 6.3 Copyright 2008 Partek Inc., St. Louis, MO, USA. Raw data were subjected to Robust Multichip Average (RMA) quantile normalization to remove biases introduced by technical and experimental effects. All expression data were log base 2 -transformed to get near normal distribution for accurate statistical inference. 

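A principal component analysis of the 20352 gene values separated the 3 tissues along components 1 and 2, which held 60.0% and 27.4% of the variance. Component 3, with 4.67%, set a single array apart, the fat of MKR replicate 1, with a score of -74.0 against scores between -1.36 and 22.0 in the other 17 arrays. This array correlated with the other fat arrays at 0.891 to 0.922, whereas all other pairs of arrays within a tissue correlated at 0.974 or more. Its highest epididymis genes were Adam7 at a log2 intensity of 12.9, the lipocalins Lcn8 and Lcn9 at 12.5, and Gpx5, a secreted glutathione peroxidase of the epididymis, at 12.3, while Adam7 was at most 6.41 in the other 5 fat arrays. Genes of adipokines and lipid storage had a mean of 8.61 in this array and of 9.70 to 9.87 in the others. The remaining fat arrays did not group by genotype on components 3 and 4. WT fat replicate 3 had scores of 22.0 and -10.2, near MKR fat replicates 2 (18.9 and -9.79) and 3 (20.2 and -8.78). WT fat replicates 1 (5.56 and 21.2) and 2 (3.72 and 14.0) lay apart from these.

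**Figure D4:**
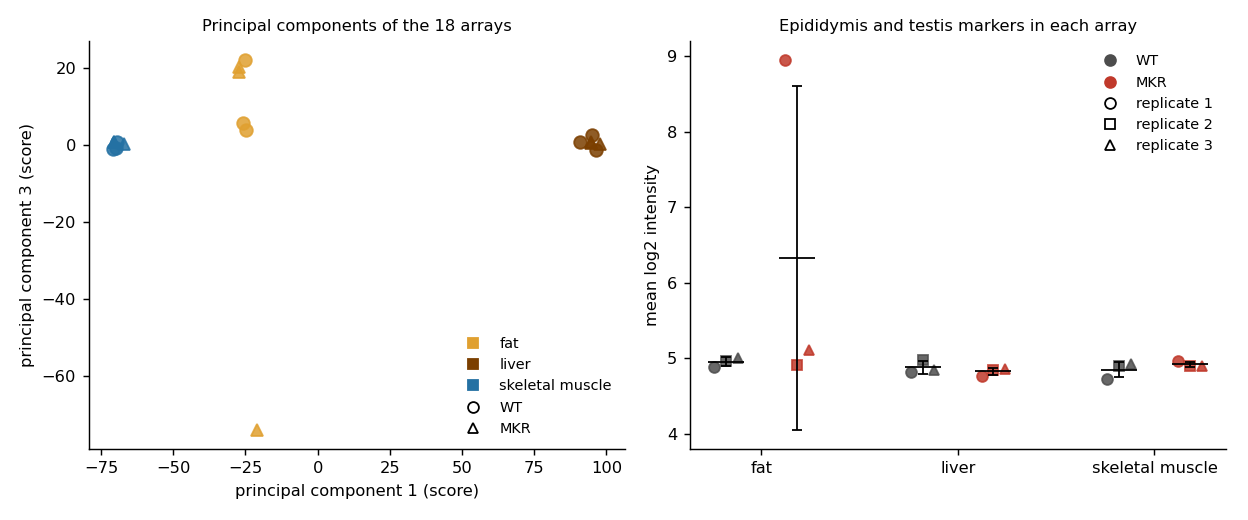
Left, scores of the 18 arrays on principal components 1 and 3 (x and y axis), coloured by tissue, with circles for WT and triangles for MKR. Right, mean log2 intensity of the epididymis and testis markers (y axis) in each of the 18 arrays by tissue (x axis), with the mean ± SD of 3 arrays. MKR fat replicate 1 lies at -74.0 on component 3 and holds the high mean of the markers.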

Quality control by visualizing the data using Principal Component Analysis cluster plot ensured that no outliers were included for the analysis. Next, two-way ANOVA analysis was performed to obtain a set of differentially expressed genes. A filter of P-value <0.05 and Fold-change >1.5 times was applied to get the significantly differentially expressed genes list. The results of the microarray analysis have been deposited to National Center for Biotechnology Information (NCBI) repository and can be accessed with Gene Omnibus Expression accession: GSE51866.

The significantly differentially expressed genes list was exported to – Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com) for finding biological inference. Ingenuity Pathway Analysis is an online software used to study relationship between genes, proteins, and biological reactions. More technical details about the Ingenuity Pathway Analysis' capabilities can be accessed from the Ingenuity Systems website. Statistically significant genes from Partek analysis were overlaid on the Ingenuity Pathway Analysis global molecular network, which is based on information from other databases such as KEGG, HumanCyc, etc. in the Ingenuity knowledge base after applying a filter on species type (mouse) and tissue type (e.g. adipose).

### B.4 Tissue-specific Model Building Algorithm

Published, detailed reconstruction of human metabolism (Recon1) was downloaded from the BiGG database in SBML format [68], [69]. The models were created, maintained, and altered using the COBRA toolbox in MATLAB version 2010a [70]. A three tissue version of Recon1 was generated by adding prefixes -‘A:’, ‘H:’, and ‘M:’ to each reaction name and suffixes - [Adp], [Hep], and [Msc] to each metabolite for adipocytes, hepatocytes, and skeletal muscle tissue respectively. The extracellular compartment is shared between all three tissues and only one set of reactions comprising of only extracellular metabolites was maintained in the MCL multi-tissue model. After removing all reactions associated with dead-end metabolites from the model, the size of the three tissue version of Recon1 becomes 6644 reactions with 4103 metabolites.

The algorithm for trimming down the general three tissue version of Recon1 is built by minimizing the number of linear programming problems needed to trim the reconstruction [17], [22]. The algorithm contains three sets of reactions: a high-confidence set, a medium-confidence set, and a low-confidence set. The high confidence set of reactions was created based on literature results containing confirmed protein expression in the three tissues and were mapped to specific reactions in Recon1 for specific tissue types [71]–[101]. The medium confidence set of reactions was obtained from tissue-specific data from publically available databases HPRD [102]–[104], UniProt [105], and Brenda [106] and their online databases with tissue-specific data [107]–[109]. The low confidence set of reactions was the list of remaining reactions that were not in either the high or medium confidence sets.

The overall goal of this algorithm is: (1) maintain all high confidence reactions and (2) maximize the number of medium confidence reactions minus 0.5 multiplied by the number of low confidence reactions in the final trimmed version of the reconstruction. Statement (2) can be considered the objective function of the algorithm as shown below –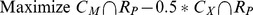

The value 0.5 reflects equal probability of obtaining the most parsimonious model as well as including a maximal number of moderate probability reactions in the partial model using above algorithm [17].

R_p_ is a partial subset of reactions from Recon1 that defines the solution space for the tissue-specific reconstruction, C_M_ and C_X_ are the medium and low confidence set of reactions, respectively. The algorithm makes more efficient use of all of the information gained from a single linear programming (LP) solution. Every reconstruction can be broken down into elementary flux modes; these can be thought of as the simplest possible flux distributions. Therefore, every reconstruction is a linear combination of elementary flux modes, and thus, each linear programming solution is a smaller linear combination of elementary flux modes. Ideally, the algorithm would identify all elementary flux modes in a reconstruction or even LP solution and find the optimal combination from the elementary flux modes, but as of now, this is computationally infeasible due to combinatorial explosion [110]. Elementary flux modes have been determined for smaller networks, but cannot be found for more complex networks like Recon1. However, LP solutions represent feasible flux distributions that are typically much smaller than the size of the final networks. Final networks can also be thought of as linear combinations of all of these possible linear programming solutions. Therefore, the algorithm pre-loads a very large matrix with information on around 10,000–20,000 randomly generated flux distributions represented by linear programming solutions. The randomization of the solutions is the randomization of the objective functions of the associated linear programming problems. The algorithm randomly selects a few high confidence and medium confidence reactions to be maximized in the objective function; low confidence reactions will never be in the objective function. Then, a Boolean vector is created which describes the activity of each reaction in the network (1 for active and 0 for inactive). This vector represents one flux distribution and also represents one column in the large matrix of random flux distributions (the large matrix is named fdMatrix). The rows of each Boolean column vector, and consequently the matrix, represent distinct reactions in the general network. The creation of this matrix represents the second step of the algorithm.

The next step of the algorithm consists of providing scores for each flux distribution. The scores are calculated by subtracting half the number of active low confidence reactions from the number of active medium confidence reactions. If a score is positive, it means that adding the reactions associated with this flux distribution will add to the value of the objective function of the algorithm. Scores are calculated for each column in the matrix. This marks the beginning of the third step of the algorithm. This step involves addition of flux distributions associated with the high confidence set of reactions. It starts by ordering the list of scores associated with the flux distributions from high to low values. Then, the flux distribution with the highest score is checked for any active high confidence reactions; if there are no high confidence reactions, then the flux distribution with the second highest score is checked for high confidence reactions. This procedure continues until the highest scoring flux distribution containing at least one high confidence reaction is found. All of the active reactions within this flux distribution are added to a final list of reactions. Also, any high confidence reactions added to the final list of reactions are removed from the list of remaining high confidence reactions. Then, the rows of the fdMatrix which are associated with the set of active reactions that were recently added to the final list of reactions are set to rows filled with zeros. This is done because these reactions are now in the final list of reactions and therefore do not contribute to the objective score anymore. Changing the values in the rows changes the scores associated with each column/flux distribution in fdMatrix, thus the scores must be re-calculated to reflect the changes in the rows. These re-calculated scores are sorted again to reveal the columns/flux distributions with the highest scores. Then, the highest scoring column/flux distribution with at least one reaction that is in the list of remaining high confidence reactions is selected, and the whole cycle repeats itself. This cycle is repeated until there are no reactions left in the list of remaining high confidence reactions, which means that all of the high confidence reactions were added to the list of final reactions, which is one of the requirements of the algorithm. Also, it's important to note that the high confidence reactions were added in a way that maximizes the score/objective function of the algorithm.

The next step of the algorithm involves adding other flux distributions that increase the value of the objective function. After adding all of the high confidence reactions, the number of medium confidence reactions added to the reconstruction was optimized. The process for adding flux distributions that adds a positive value to the objective function is very similar to the process that added all of the high confidence reactions. Each of the remaining flux distributions is assigned an objective score based on the number of medium confidence reactions and low confidence reactions remaining within that distribution. These scores are sorted to find the distribution with the highest objective value. If the highest objective score is above zero, then the reactions of that distribution are added to the reconstruction. Then, the rows that correspond to the reactions that were just added are filled with zeros to prevent double counting toward the objective function. This process is repeated as long as the highest objective score is greater than zero. This means that reactions are added only if the corresponding distributions increase the objective function, and reactions are no longer added when the objective function cannot be increased by the randomly created distributions, meaning that the objective function is at a maximum for this particular set of flux distributions.

Then, this whole process is repeated again; a new set of random flux distributions is created based on the partial model this time (the distributions were created from the general model the first time), and reactions from the high confidence list are added along with their associated reactions determined by the flux distributions, and medium confidence reactions are optimized. As part of the model building algorithm during the reconstruction process, maximizing the flux to ascertain activity/inactivity of a reaction is needed. A random flux distribution is used only in the reconstruction process which is subjected to our algorithm to find out whether each reaction adds to biological meaning or not. This process repeats itself until the model doesn't change in size from one iteration to the next. The time required to solve a problem associated with a three tissue system varies from 0.05–0.1 seconds. The number of reactions maximized in each iteration is variable; in the first iteration, all reactions are maximized. In the second iteration, all reactions that had zero flux in the solution to the first linear programming iteration are maximized, and so on. This continues until either all reactions are proven to carry a flux (have a non-zero solution to any linear programming problem), or some set of reactions are proven to be unable to carry flux (the set of reactions is maximized/minimized and no flux profiles result). The latter is explicitly proven by performing distinct linear programming problems and maximizing/minimizing each reaction in the set individually as explained in f tissue-specific model building algorithm.

### B.5 Validation Procedure

Robustness analysis of the algorithm was performed by generating 5 replicate models with starting point as 5 different randomized stoichiometric matrices. All 5 of the replicate models were similar in size (Figure S15 in File S1), thereby validating the robustness of the algorithm. Further validations of the model are described in the following subsections.

#### B.5.1 OMIM gene deletion analysis

The first validation procedure uses similar approach as used in studies by Shlomi *et al.* The validation tests the effect of deleting genes *in silico* versus experimental data. The experimental phenotypic effect of deleting genes is available in the public database – OMIM [111]. The known biomarkers of the amino acid-associated disorders compiled above were manually extracted from the disease description field in the OMIM database. This set of disorders was further filtered to include only the disorders that were reported to show a concentration change in at least one of the model's boundary metabolites. This resulted in a final set of 17 disorders that composed the validation set. In this validation, disorders that are known to increase or decrease amino acid levels in the blood were considered. This is because the calculated steady state models can only allow accumulation in the extracellular (blood) compartment.

After mapping OMIM disorder identifier to specific human genes, reactions associated with the affected genes were found. Then, those reactions were artificially “turned on” by equating the lower bounds of the associated reactions to 1. This means that a flux with zero value through the affected reactions is not permitted. The purpose of forcing the reactions to be active is to model a situation in which these reactions are used; this will provide a greater contrast for when the reactions are removed (if zero flux is still allowed, then the model may not use the affected reactions and therefore the comparison would be between reactions that may not be used and reactions that are deactivated). After the lower bounds are changed, flux variability analysis is performed on the model [112] providing a minimum and maximum flux allowed by the solution space of the model. Then, the two sets of flux bounds are compared to determine if the reactions are upregulated, downregulated or unchanged. The reactions are considered either upregulated or downregulated if the change in flux bounds is greater than a threshold, or less than the negative of that same threshold. The change between the sets of flux bounds is calculated by:

For reaction ‘i’:

Disease reaction flux < wild-type reaction flux if,
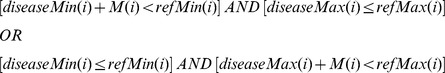

Disease reaction flux > wild-type reaction flux if,
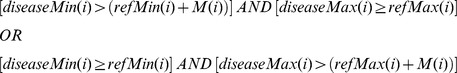

Where:
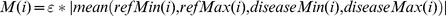

The set of reactions represented by the variable ‘*i*’ are the set of exchange reactions of metabolites that have been identified in the phenotype descriptions of the OMIM database. In this validation, they are amino acids. The variables diseaseMax and diseaseMin are the flux bounds of the amino acids in the disease version of the model with particular genes knocked out. The variables refMin and refMax are the flux bounds of the amino acids in the healthy model that has no genes knocked out. The variable ε represents the threshold value used for the receiver-operator characteristic (ROC) curves.

The results of this validation are depicted via ROC curves in the Results section. In this simulation, the threshold value is varied to distinguish between very large changes in flux bounds and very small changes in flux bounds. Thus, for a given threshold value and disease, upregulated and downregulated predictions are made for each amino acid exchange reaction. These predictions are checked against the known phenotype of that specific disease. This generates a list of true positive, false positive, true negative, and false negative predictions for the specific disease at a particular threshold. This analysis is repeated using the same threshold value for each disease in the validation. All of the predictions from each disease are added together, to provide a number of true positives (TP), false positives (FP), true negatives (TN), and false negatives (FN) for that particular threshold value. Then, the false positive rate (FPR) and the true positive rate (TPR) are calculated as below.
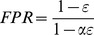

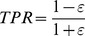

Where, 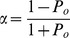; P_o_ is proportion of unchanged metabolites in the data; 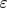 is the threshold, defined above.

TPR  =  true positive rate; (number of true positives)/(number of true positives + number of false negatives).

FPR  =  false positive rate; (number of false positives)/(number of false positives + number of true negatives).

These values for FPR and TPR are calculated for a range of threshold values; typically from 0 to 1000, and plotted with FPR on the x-axis and TPR is on the y-axis. The area under the curve (AUC) of this plot is the indicator of the quality of the reconstruction network. An AUC of 0.5 represents a random classifier; any AUC over 0.5 represents a system that is better than a random guessing.

#### B.5.2 T2DM gene expression fold change analysis

The gene expression of adipose, liver, and muscle tissue for MKR mice model was examined. The MKR mouse model was developed by over-expressing the IGF-I receptor in skeletal muscle [113]. Statistical tests were used to identify genes that were significantly upregulated or downregulated (p-value <0.05). These genes were mapped to Entrez gene IDs, and subsequently mapped to the steady-state model. This identified specific reactions that were either upregulated or downregulated due to differential gene transcription in type II diabetes. For reactions that had both upregulated and downregulated genes mapped to them, regulation status of the reaction was determined by summing the number of up and downregulated genes that map to that specific reaction in question and compare the results. This is only done when multiple gene IDs from the microarray data map to the same Entrez gene ID; this is not performed in the case where multiple distinct gene IDs map to the same reaction through gene-to-reaction maps. In the latter case, the gene-to-reaction logical mapping is used to determine the regulation status.

Transcription levels of genes do not directly correspond to reaction fluxes, but a few assumptions can be made to demonstrate the effect of the levels. The main assumption is that relative gene transcription levels correlate with relative protein concentrations. With this assumption, the effect of increased or decreased protein concentration manifests itself in the upper and lower bounds of the reactions that are associated with the protein. The reason for this is because enzyme concentration only affects V_max_ in enzyme kinetics equations. V_max_ is equal to k_cat_ multiplied by enzyme concentration; therefore, a lower enzyme concentration decreases the maximum reaction velocity (and minimum reaction velocity, if the reaction is reversible). Reactions that are determined to be affected by gene regulation have upper bounds initially set to 100 and lower bounds initially set to −100 or 0 depending on reversibility. Unaffected reactions have normal reaction bounds (upper bounds are 1000 and lower bounds are −1000 or 0). Initial FVA is then performed. Then, upregulated reactions have bounds doubled downregulated reactions have bounds halved. Then, FVA is performed, and resulting bounds are compared to initial FVA results for comparison and analysis. The reasoning for initially changing affected reaction bounds from 1000 to 100 was to magnify the effect of upgregulating reactions. If reaction bounds of affected reactions are kept at normal 1000 values, then doubling the reaction bounds due to upregulation may not display downstream upregulation or display the far-reaching effects of gene upregulation. The lower bound and upper bound for exchange reactions are 1 and 1000 respectively.

The first step is to identify all upregulated and downregulated reactions, and change the associated bounds to one-tenth of the initial value. This is done so that the effect of increases in reaction bounds due to upregulation will have an effect in a steady-state model. Then, FVA is performed on the model to establish a control set of bounds. After that, the bounds of upregulated reactions are doubled and downregulated reactions are halved. Then, FVA is performed again to generate a disease-state set of bounds. Then, the difference between the two sets of bounds is determined by the following:

For a given reaction ‘
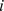
’;
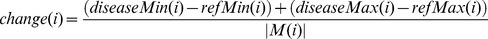

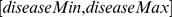
 represent the lower and upper bounds of the disease set.

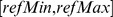
 represent the lower and upper bounds of the control set.

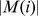
 is the absolute value of the mean of all four bounds for reaction ‘i’.

Literature results were obtained for specific concentrations of amino acids in the plasma for T2DM rat versus healthy rat. The effect on each of the transport fluxes of each amino acid were considered to determine an increase or decrease in concentration in the plasma. This was done instead of simply inspecting the exchange reactions for each amino acid because the full effect of the gene expression changes may not be observed on an exchange reaction if an unaffected pathway exists that involves the exchange reaction in question. Taking all transport reactions into account generates a more complete picture of the uptake or secretion of metabolites.

## Supporting Information

File S1 **Supporting figures. Figure S1. Adipose Chart 1**: Percentage of Reactions Retained by Subsystem in Adipose Tissue – 1. **Figure S2. Adipose Chart 2**: Percentage of Reactions Retained by Subsystem in Adipose Tissue – 2. **Figure S3. Liver Chart 1**: Percentage of Reactions Retained by Subsystem in Liver Tissue – 1. **Figure S4. Liver Chart 2**: Percentage of Reactions Retained by Subsystem in Liver Tissue – 2. **Figure S5. Skeletal Muscle Chart 1**: Percentage of Reactions Retained by Subsystem in Skeletal Muscle Tissue – 1. **Figure S6. Skeletal Muscle Chart 2**: Percentage of Reactions Retained by Subsystem in Skeletal Muscle Tissue – 2. **Figure S7. Adipose Fold Change 1**: Fold Change Analysis in Adipose Tissue – 1. **Figure S8. Adipose Fold Change 2**: Fold Change Analysis in Adipose Tissue – 2. **Figure S9. Liver Fold Change 1**: Fold Change Analysis in Liver Tissue – 1. **Figure S10. Liver Fold Change 2**: Fold Change Analysis in Liver Tissue – 2. **Figure S11. Skeletal Muscle Fold Change 1**: Fold Change Analysis in Skeletal Muscle Tissue – 1. **Figure S12. Skeletal Muscle Fold Change 2**: Skeletal Fold Change Analysis in Muscle Tissue – 2. **Figure S13. OMIM gene data analysis**: OMIM data analysis including random selector. **Figure S14. OMIM gene data analysis – closeup**: OMIM data analysis including random selector zoomed in version. **Figure S15. Robustness analysis results**: Table in the figure shows number of reactions in each replicate models and the bar plot gives clear visualization of the same.
(PPT)

File S2

# Supplementary material for: Multi-Tissue Computational Modeling Analyzes Pathophysiology of Type 2 Diabetes in MKR Mice
**Source:** PLoS One. 2014 Jul 16;9(7):e102319. doi: 10.1371/journal.pone.0102319
**Supplement:** File S1 — Supporting figures. Figure S1. Adipose Chart 1: Percentage of Reactions Retained by Subsystem in Adipose Tissue – 1. Figure S2. Adipose Chart 2: Percentage of Reactions Retained by Subsystem in Adipose Tissue – 2. Figure S3. Liver Chart 1: Percentage of Reactions Retained by Subsystem in Liver Tissue – 1. Figure S4. Liver Chart 2: Percentage of Reactions Retained by Subsystem in Liver Tissue – 2. Figure S5. Skeletal Muscle Chart 1: Percentage of Reactions Retained by Subsystem in Skeletal Muscle Tissue – 1. Figure S6. Skeletal Muscle Chart 2: Percentage of Reactions Retained by Subsystem in Skeletal Muscle Tissue – 2. Figure S7. Adipose Fold Change 1: Fold Change Analysis in Adipose Tissue – 1. Figure S8. Adipose Fold Change 2: Fold Change Analysis in Adipose Tissue – 2. Figure S9. Liver Fold Change 1: Fold Change Analysis in Liver Tissue – 1. Figure S10. Liver Fold Change 2: Fold Change Analysis in Liver Tissue – 2. Figure S11. Skeletal Muscle Fold Change 1: Fold Change Analysis in Skeletal Muscle Tissue – 1. Figure S12. Skeletal Muscle Fold Change 2: Skeletal Fold Change Analysis in Muscle Tissue – 2. Figure S13. OMIM gene data analysis: OMIM data analysis including random selector. Figure S14. OMIM gene data analysis – closeup: OMIM data analysis including random selector zoomed in version. Figure S15. Robustness analysis results: Table in the figure shows number of reactions in each replicate models and the bar plot gives clear visualization of the same.

## Slide 1

# Figure S1: Adipose Chart 1

## Slide 2

# Figure S2: Adipose Chart 2

## Slide 3

# Figure S3: Liver Chart 1

## Slide 4

# Figure S4: Liver Chart 2

## Slide 5

# Figure S5: Skeletal Muscle Chart 1

## Slide 6

# Figure S6: Skeletal Muscle Chart 2

## Slide 7

# Figure S7: Adipose Fold Change 1

## Slide 8

# Figure S8: Adipose Fold Change 2

## Slide 9

# Figure S9: Liver Fold Change 1

## Slide 10

# Figure S10: Liver Fold Change 2

## Slide 11

# Figure S11: Skeletal Muscle Fold Change 1

## Slide 12

# Figure S12: Skeletal Muscle Fold Change 2

## Slide 13

## Slide 14

## Slide 15

# Figure S15: Robustness Analysis
| Model | Metabolites | Reactions |
| --- | --- | --- |
| Replicate 1 | 2800 | 4559 |
| Replicate 2 | 2829 | 4540 |
| Replicate 3 | 2894 | 4693 |
| Replicate 4 | 2805 | 4531 |
| Replicate 5 | 2722 | 4481 |

How the deposited data were processed for this re-analysis (not part of the article)

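Gene expression was measured in fat, liver and skeletal muscle of 6 mice, 3 MKR and 3 healthy (WT), aged 10 weeks, on 18 Affymetrix Mouse Gene 1.0 ST arrays. Each mouse gave 1 array per tissue, which makes 6 groups of 3 arrays, and the replicate numbers of the 2 genotypes belong to different mice. The authors normalized the arrays with RMA quantile normalization in Partek 6.3, and the deposited values are in log2. They range from 1.52 to 3.82 over 241419 probe sets, where log2 values of RMA intensities that were transformed to log2 a second time would lie. It was inferred from the values, not stated by the authors, that this happened, and 2 to the power of the deposited value (2.87 to 14.15) was used as the log2 intensity. Between tissues of WT mice this scale gives a difference of 4.58 for Ckm (muscle minus liver) and 7.65 for Adipoq (fat minus liver), against 0.88 and 1.38 as deposited.

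Probe sets were assigned to genes by the symbols given for the array. Of all probe sets 212097 had 1 symbol, 4475 had several and 24847 had none, and only those with 1 symbol were used. Of 20416 symbols 17621 were current, 2742 older symbols were matched through a single synonym and 53 were kept as they are, with the gene names of the mouse annotation for GRCm38.p6, which was used for names and for the order of neighbouring genes. The value of a gene was the mean of its probe sets, a median of 8 per gene, for 20352 genes.

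MKR was compared with WT in each tissue with limma 3.58.1 in R 4.3.3, with a mean for each of the 6 groups, empirical Bayes moderation and Benjamini-Hochberg adjustment over all genes of a tissue at a threshold of 0.05. The study's thresholds were an unadjusted p under 0.05 and a fold change over 1.5. A set of 39 gene lists was tested with camera in limma, on moderated statistics turned to z values, at a preset correlation of 0.01, with adjustment over all lists and tissues. Members were also adjusted over their list alone. Differences between tissues were tested as contrasts of contrasts in the same model, for 10 of the lists and for all genes. Percentages have exact 95% binomial intervals, which treat the genes of a list as independent and do not measure the spread between mice. Tables were handled with data.table 1.17.8 and figures drawn with matplotlib 3.10.9 in Python 3.11.15.

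The genes named in the text were chosen by a rule: Igf1r; in each tissue the 10 largest increases and 10 largest decreases among genes at an adjusted p under 0.05 with all MKR arrays on one side of all WT arrays, without predicted, RIKEN, microRNA, small nucleolar RNA and olfactory receptor genes; all measured genes of FA biosynthesis in liver; for each other list discussed up to 4 members with the smallest p past the threshold, and where none passed up to 2; and Cpt1a, Cpt1b, Bckdha, Bckdhb, Dbt and Bcat2. The rule, the lists, the comparisons and the alternatives were set before the data were examined, except for those named in the closing section as chosen later.

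The methods were tested on simulated data with 3 arrays per group, where limma recovered 50.7%, 56.7% and 37.3% of genes shifted by a fold change of 1.5 in fat, liver and muscle, and 85.1%, 91.0% and 82.1% of genes shifted by 1 on the log2 scale, with 6, 12 and 5 false calls among 162, 174 and 150. In the same data a list shifted by 0.3 reached an adjusted p of 5.4e-09 in camera, and 0 of 112 list and tissue pairs without a shift were called. The simulated genes varied independently of each other, whereas the correlation estimated from the arrays was 0.54 for BCAA degradation. The simulation therefore cannot show how often camera at the preset correlation calls lists of correlated genes that have no shift.

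The alternatives were: the arrays of the compared tissues alone; the replicate number as a block; the mouse as a random block; the median of probe sets; omission of dim genes; quantile normalization within the tissue; arrays centred on their median; no empirical Bayes moderation; moderation with trend and robust settings; array weights; other thresholds; probe sets in place of genes; camera with an estimated correlation; limma's fry; and omission of each array in turn. Probe sets with several symbols or none were left out. Raw intensities were not used here, background and detection calls were therefore not analysed here, and metabolic fluxes were not computed.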

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

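The tests of the epididymis genes, of the neighbouring X genes and of the stress genes, the fits without MKR fat replicate 1 outside fat and without each array for lists other than the leading ones, and the estimated correlation for differences between tissues were chosen after the results were seen.

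Markers of epididymis and testis were higher in MKR fat (median log2 change 1.38 over 21 genes, adjusted p = 2.7e-07, 0.799 with an estimated correlation), a signal outside the genes the paper discusses, and the call ended without MKR fat replicate 1 (0.06, adjusted p = 0.423). In that array 16 of 16 epididymis genes were above every other fat array, with a median excess of 5.66 on the log2 scale over the mean of the other 5, as tissue of the epididymis in the sample needs. The 4 spermatid genes exceeded that mean by a median of 0.223, which argues against testis germ cells as the source, although 2 of them, Prm2 (1.06) and Prm1 (0.42), lay above every other fat array, so that a trace of germ cells stays open. At the preset correlation the array alone is not the whole cause of the lower lists in fat, since without it BCAA degradation (adjusted p = 0.00796), FA oxidation (0.00206) and oxidative phosphorylation (3.44e-15) were still lower, although their medians shrank from -0.30 to -0.13, from -0.36 to -0.13 and from -0.41 to -0.27. These lists did not pass with an estimated correlation, neither with the array (0.659, 0.559 and 0.321) nor without it (0.841, 0.790 and 0.594). The decrease of adipokine and lipid storage genes in fat (median -0.40 over 18 genes, adjusted p = 3.3e-04, 0.809 with an estimated correlation) may come from this array, since without it the median was 0.09 (adjusted p = 0.912). The remaining 5 fat arrays thus showed no decrease of these genes, with 2 MKR arrays left, and how much epididymis the sample held was not measured.

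In the stretch of the X chromosome from Tlr8 to Mid1, outside the genes the paper discusses, 8 of 10 measured genes had lower means in MKR mice in every tissue, namely Tlr8, Tlr7, Prps2, Msl3, Arhgap6, Amelx, Hccs and Mid1, named after their values were seen. Their medians were -0.80 in fat, -0.47 in liver and -0.65 in muscle, and those of all 10 genes were -0.62, -0.38 and -0.61. The other 2, Gm6744 and Frmpd4, lie between Prps2 and Msl3 and had -0.01 and -0.10 in fat, 0.01 and 0.00 in liver and 0.17 and 0.02 in muscle. Their WT means were low, at 5.11 to 5.20 for Gm6744 and 4.43 to 4.55 for Frmpd4, so a decrease might not be visible there. In muscle Msl3 fell by 1.07 (adjusted p = 1.6e-04 from limma) and Hccs fell by 0.95 (adjusted p = 0.0068), while Ofd1, Trappc2, Rab9 and Tmsb4x, among the genes beside the stretch, had medians of 0.09, 0.00 and -0.10 in fat, liver and muscle. A chance run in the order of the genes is argued against by a permutation test of that order. The run of 8 neighbouring genes farthest from 0 goes from Tlr7 to Hccs, with Gm6744 and Frmpd4 and without Tlr8 and Mid1. Its mean z was -2.19, against at most 1.34 in size when shuffled (permutation p = 0.001, the smallest that the shuffles drawn can give). The run length was set after the genes were seen. The test shuffles genes as exchangeable, so its p does not measure the spread between mice. Of the 86 probe sets of the 8 lower genes 74.4% were lower in all 3 tissues, and 61.1% of the 108 of all 10 genes, against 11.2% of all probe sets. The lower values thus lie in most probe sets of the stretch. The 8 genes were picked for lower means over these same probe sets, and they set the ends of the stretch. The shares therefore partly restate the choice and cannot decide whether sequence variants under single probes take part. A difference in copy number or in strain, and a difference linked to the transgene, stay open as untested.

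Immediate early and stress genes were higher in MKR mice in fat (median 0.20, 16 of 19 higher, adjusted p = 0.0024), liver (0.32, 14 of 19, 1.8e-06) and muscle (0.43, 16 of 19, 2.7e-05), outside the genes the paper discusses, at adjusted p of 0.809, 0.559 and 0.559 with an estimated correlation. The call in fat ended without MKR fat replicate 3 (0.0517) or WT fat replicate 3 (0.0544), and without MKR fat replicate 1 the median was 0.38 (1.2e-05). An effect of the genotype alike in every mouse is argued against by the mouse of MKR replicate 1, whose excess over the WT mean was 0.0974 over the 3 tissues, against 0.708 in the mice of MKR replicates 2 and 3. Handling or collection of single mice cannot be told apart from a varying effect of the genotype, since the labels give no order or time of collection.

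In the following results the test of the difference between tissues itself was passed, for lists by camera at the preset correlation only and for single genes by limma. Between fat and liver the median differences were -0.46 for BCAA degradation, -0.47 for FA oxidation, -0.43 for FA biosynthesis, -0.46 for valine (adjusted p = 1.4e-08), -0.52 for isoleucine (7.8e-10) and -0.37 for leucine degradation (0.0014, lost without MKR fat replicate 1 at 0.213), -0.35 for the carnitine shuttle and 0.35 for cholesterol biosynthesis. Between muscle and liver they were -0.32 for BCAA degradation, -0.33 for FA oxidation, -0.47 for FA biosynthesis, -0.35 for valine (7.3e-05), -0.44 for isoleucine (1.2e-05) and -0.18 for leucine degradation (0.0424, lost without MKR liver replicate 1 at 0.288, MKR muscle replicate 1 at 0.0680, MKR muscle replicate 2 at 0.0962, WT liver replicate 2 at 0.361 or WT muscle replicate 1 at 0.253). Between fat and muscle it was -0.18 for FA biosynthesis (0.0192, 0.365 with an estimated correlation, lost without MKR fat replicate 1 at 0.124, WT fat replicate 1 at 0.0714 or WT muscle replicate 3 at 0.0994). Without MKR fat replicate 1 the differences between fat and liver were -0.27 for valine (adjusted p = 1.2e-04 from camera) and -0.27 for isoleucine degradation (3.7e-05). The carnitine shuttle (-0.23, 0.0993) and cholesterol biosynthesis (0.02, 0.565) then no longer passed, and other single arrays ended these 2 calls as well. None of these differences between lists passed with an estimated correlation, with adjusted p of 0.356, 0.356 and 0.505 for valine, isoleucine and leucine degradation between fat and liver, 0.474, 0.436 and 0.741 between muscle and liver, and 0.0819 or more for every list. Single genes differed between muscle and liver in 15 cases, led by Me3 (-3.13, adjusted p = 2.8e-07), between fat and muscle in 21, among them Gpx3 (-1.61, 0.0043), and between fat and liver in 0 by limma, with 1222 at an unadjusted p under 0.05. By chance alone a share of about 0.05 of the 20352 genes would pass that unadjusted threshold.

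The following lists lie outside the pathways the paper discusses and passed camera at the preset correlation, while none passed with an estimated correlation (adjusted p of 0.321 or more). In fat oxidative phosphorylation (-0.41), the citric acid cycle (-0.41), the lipogenic program (-0.44), insulin signalling (-0.19), PPAR alpha targets (-0.13) and brown adipocyte markers (-0.079) were lower, and fast fibre genes (0.18), skeletal muscle markers (0.16), fibroblast and matrix genes (0.20) and lymphocyte markers (0.084) were higher. The level of 3 of these lists in the fat arrays was low. Fast fibre genes had means of 5.405 to 5.657, skeletal muscle markers 5.23 to 5.44 and lymphocyte markers 5.07 to 5.42. In the muscle arrays the first 2 of these had means of 10.7 or more. In muscle oxidative phosphorylation (-0.20), the citric acid cycle (-0.20), macrophage markers (-0.19) and skeletal muscle markers (-0.057) were lower and muscle regeneration genes (0.22) were higher. In liver the lipogenic program (0.30) was higher and macrophage markers (-0.11) were lower.

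Among these, the calls in fat ended without MKR fat replicate 1 for insulin signalling (adjusted p = 0.593), PPAR alpha targets (0.423) and brown adipocyte markers (0.165), while the medians of fibroblast and matrix genes and lymphocyte markers were 0.33 (2.1e-07) and 0.15 (0.0066). Other single arrays ended the calls of insulin signalling (WT fat replicate 1, 0.153), PPAR alpha targets (WT fat replicates 2 and 3, 0.0713 and 0.0902), brown adipocyte markers (MKR fat replicate 2, 0.102; WT fat replicates 1 and 3, 0.0659 and 0.0734), fibroblast and matrix genes (MKR fat replicate 2, 0.650; WT fat replicate 3, 0.0544) and lymphocyte markers (MKR fat replicates 2 and 3, 0.267 and 0.0724; WT fat replicates 1 and 2, 0.119 and 0.142). In muscle they ended the calls of the citric acid cycle (WT muscle replicate 1, 0.169), macrophage markers (MKR muscle replicate 3, 0.0904; WT muscle replicates 2 and 3, 0.0876 and 0.161) and skeletal muscle markers (MKR muscle replicate 1, 0.502; WT muscle replicate 1, 0.573), and in liver that of macrophage markers (WT liver replicate 2, 0.0979).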

How the results depend on the processing

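The fits without MKR fat replicate 1 outside fat and without each array for lists other than the leading ones, the estimated correlation in the fits without single arrays, the deposited values as they stand, the percentages at an unadjusted p alone or for any probe set of a gene, and the estimated correlation for differences between tissues were chosen after seeing the data. Precision is limited by 3 arrays per group, and signal over background was not analysed here. No result that passed in the main analysis passed in the opposite direction in another setting. Of lists that did not pass, cholesterol biosynthesis in fat passed as lower without MKR fat replicate 1 (-0.15, adjusted p = 0.0187; 0.07 with all arrays) and as higher without MKR fat replicate 2 (0.18, 0.0467), oxidative phosphorylation in liver passed as lower without WT liver replicate 2 (-0.06, 0.0452; 0.04 with all arrays) and as higher without WT liver replicate 1 (0.14, 0.0030), and white adipocyte markers in fat passed as higher without MKR fat replicate 1 (0.16, 0.0330; -0.11 with all arrays) and as lower without MKR fat replicates 2 or 3 (0.0263 and 0.0202). Of 702 list tests without a single array 0 passed with an estimated correlation (adjusted p of 0.197 or more), and 0 of 360 differences between tissues (0.0540 or more). Where a result moved, the cause was not tested, except that the design settles it for liver and muscle without MKR fat replicate 1. There the log2 changes are the same, and only the spread shared over all arrays changes (median residual SD 0.167 with the array and 0.153 without it). Centring the arrays, moderation with trend and robust settings and the mouse as a random block (correlation 0.0208) changed 0 of 61 results.

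With only the arrays of the compared tissues limma called 0 genes in fat (952 at an unadjusted p under 0.05), 1 in liver and 80 in muscle, 148 genes passed the study's thresholds in fat, 36 genes differed between muscle and liver and 6 between fat and muscle, and Igf1r passed in muscle (2.02). With the median of probe sets 592, 320 and 619 genes passed the study's thresholds in fat, liver and muscle, 25 genes changed in muscle, BCAA degradation in liver did not pass (adjusted p = 0.0553), and 3 genes differed between fat and liver and 10 between fat and muscle. Without dim genes 18 genes changed in liver. With quantile normalization within the tissue the percentages of valine, isoleucine and FA oxidation genes lower in muscle were 0. Without moderation 6 genes differed between fat and liver. With array weights 773, 23 and 405 genes changed in fat, liver and muscle and 578 passed the study's thresholds in fat; BCAA degradation (0.480) and FA oxidation (0.132) did not pass in liver, where 5 lists passed; 3.23% of FA oxidation genes were lower in fat and 0 of valine and isoleucine genes in muscle; 27, 52 and 421 genes differed between fat and liver, muscle and liver, and fat and muscle; and Igf1r passed in muscle (2.09). Dropping the fold threshold gave 1583, 1017 and 2143 genes in fat, liver and muscle (unadjusted p alone). By chance alone a share of about 0.05 of the 20352 genes would pass, which is close to the count in liver. With probe sets in place of genes 33 passed in liver and 184 in muscle.

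With an estimated correlation the adjusted p for BCAA degradation was 0.659, 0.957 and 0.848 in fat, liver and muscle, for FA oxidation 0.559, 0.809 and 0.809, and for FA biosynthesis in liver 0.559, and 0 lists passed camera in each tissue. For the differences it was 0.356 for BCAA degradation and for FA oxidation between fat and liver, and 0.505 and 0.356 between muscle and liver. With fry the values were 0.534, 0.939 and 0.736 for BCAA degradation, 0.440, 0.736 and 0.609 for FA oxidation and 0.492 for FA biosynthesis, and 0 lists passed its directional test in each tissue. Its mixed test, for members that move either way, passed for bile acid biosynthesis in liver (adjusted p = 0.0045), for muscle regeneration genes (0.0045) and insulin signalling (0.0095) in muscle and for FA biosynthesis in fat (0.0495).

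The replicate numbers were tested as a block. Of 9 pairs 4 correlated above 0.1 (from -0.31 to 0.29) and 2 correlated best with their own number. This gave no clear sign of a pairing, but so few pairs cannot exclude one. Hepatocyte markers in muscle had means of 6.19 and 6.26 in replicate 1 of MKR and WT. They had 5.31 to 5.73 in the other muscle arrays, while the replicate 1 pair as a whole correlated at -0.14 in muscle. The block was not used in the main fit. With it 0 genes changed in liver by limma, and 3 genes differed between muscle and liver and 5 between fat and muscle.

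With the deposited values as they stand 0, 0 and 2 genes passed the study's thresholds in fat, liver and muscle, the percentages of valine, isoleucine and FA oxidation genes lower in fat and in muscle were 0, and 12 genes differed between fat and muscle. The percentages lower in fat at an unadjusted p alone were 35 for isoleucine and 35.5 for FA oxidation genes. Counting a gene when any of its probe sets passed, 68.4%, 60%, 58.3% and 64.5% of valine, isoleucine, leucine and FA oxidation genes were lower in fat and 44.4% of phenylalanine and 12.9% of FA oxidation genes were higher; 19.4% of FA oxidation genes were higher in liver; and 57.9%, 55%, 33.3%, 42.9%, 44.4% and 51.6% of valine, isoleucine, leucine, tyrosine, phenylalanine and FA oxidation genes were lower in muscle.

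With 1 array left out, the genes changed ranged from 5 (WT fat replicate 1) to 53 (WT fat replicate 3) in fat, from 4 (MKR liver replicate 2) to 17 (MKR fat replicate 1) in liver and from 27 (MKR muscle replicate 3) to 145 (MKR fat replicate 1) in muscle, and those past the study's thresholds in fat from 302 (WT fat replicate 1) to 887 (MKR fat replicate 3). Genes that differ ranged from 0 to 6 (MKR fat replicate 3) between fat and liver, from 9 (WT muscle replicate 2) to 37 (MKR fat replicate 1) between muscle and liver and from 11 (MKR fat replicate 2, MKR muscle replicate 2 or WT muscle replicate 2) to 51 (MKR fat replicate 1) between fat and muscle. The adjusted p ranged from 1.2e-04 to 0.959 (WT liver replicate 2) for BCAA degradation in liver, from 5.9e-07 to 0.127 (WT muscle replicate 1) in muscle and from 0.00925 (WT muscle replicate 1) to 0.973 for its difference between fat and muscle, from 1.7e-05 to 0.198 (WT liver replicate 2) for FA oxidation in liver and from 5.3e-04 to 0.108 (MKR liver replicate 1) for FA biosynthesis in liver. Lists past the threshold ranged from 4 (WT liver replicate 2) to 13 (WT liver replicate 1) in liver and from 6 (WT muscle replicate 1) to 13 in muscle. The percentages lower in fat ranged from 0 (MKR fat replicate 1) to 36.8, 45 and 41.9 (MKR fat replicate 3) for valine, isoleucine and FA oxidation, and in muscle from 0 (MKR muscle replicate 1, MKR muscle replicate 2 or WT muscle replicate 1) to 5.26, 5 and 6.45. Igf1r in muscle ranged from 1.87 to 2.17. Of named genes in the planned settings that keep all arrays of the compared tissues, 2549 values kept their side of the threshold, 40 came to pass and 57 no longer passed.

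Splits of the 6 mice into groups of 3 number 10, too few for a share under 0.05. Splits with a result as large, the real one included, numbered 2 for the genes changed in fat (8, highest other 583), 1 in liver (7; 4) and 1 in muscle (41; 9); 3 (337; 856), 1 (144; 143) and 1 (262; 104) at the study's thresholds; 1 (21; 15), 6 (9; 16) and 4 (11; 15) for lists; and 10 (0; 270), 1 (15; 2) and 2 (21; 265) for genes that differ between fat and liver, muscle and liver, and fat and muscle. For the size of the median they numbered 1 (0.303; 0.299), 5 (0.162; 0.260) and 2 (0.186; 0.283) for BCAA degradation and 2 (0.357; 0.362), 4 (0.149; 0.212) and 2 (0.219; 0.234) for FA oxidation in fat, liver and muscle, and 4 (0.163; 0.276) for FA biosynthesis in liver. The split that calls 583 genes in fat sets MKR replicate 1 with WT replicates 1 and 2 against the other mice, which points to a structure of the samples. In fat WT replicate 3 also lay near MKR replicates 2 and 3 on principal components 3 and 4 (scores of 22.0 and -10.2).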

Differences from the paper's values

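The setting that counts any probe set of a gene and the setting at an unadjusted p alone were chosen after seeing the values. Of 34 percentages of genes compared with the paper's Table 4, 22 differ, 9 of them with the paper's value outside the exact 95% interval. This interval treats the genes of a list as independent and does not measure the spread between mice. Without MKR fat replicate 3 the lower isoleucine genes in fat were 45%, outside the interval of 1.23% to 31.7%. The lower FA oxidation genes in fat were then 41.9%, outside 5.45% to 33.7%. The members of each pathway come from lists written for this comparison, since Table 4 gives percentages without gene names.

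In fat the percentages of lower genes were 15.8 for valine degradation (the paper's 81), 10 for isoleucine (the paper's 79), 0 for leucine (the paper's 55), 0 for tyrosine (the paper's 30), 0 for phenylalanine (the paper's 10) and 16.1 for FA oxidation (the paper's 50). The percentages of higher genes in fat were 0 for tyrosine (the paper's 30), 0 for phenylalanine (the paper's 10) and 0 for FA oxidation (the paper's 10). In liver 0 of valine (the paper's 15), isoleucine (the paper's 10) and FA oxidation genes (the paper's 5) were lower, and 0 of tyrosine (the paper's 20), phenylalanine (the paper's 20) and FA oxidation genes (the paper's 5) were higher. In muscle the percentages of lower genes were 5.26 for valine (the paper's 35), 5 for isoleucine (the paper's 30), 0 for tyrosine (the paper's 50), 0 for phenylalanine (the paper's 50) and 3.23 for FA oxidation (the paper's 40), and those of higher genes were 0 for leucine (the paper's 15) and 0 for phenylalanine (the paper's 20).

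Each was recomputed under 16 alternatives set before the data were examined. The higher phenylalanine genes in fat came within 1.5 times the paper's value, at 11.1, with the replicate block and without MKR fat replicate 2, MKR fat replicate 3, WT fat replicate 1 or WT fat replicate 2, and the lower FA oxidation genes in fat, at 41.9, without MKR fat replicate 3. The other 20 percentages differed under all 16. With an unadjusted p alone, chosen after seeing the values, 35.5% of FA oxidation genes were lower in fat. When any probe set of a gene was counted, also chosen after seeing the values, the percentages came within 1.5 times the paper's for lower valine (68.4), isoleucine (60), leucine (58.3), phenylalanine (11.1) and FA oxidation genes (64.5) and higher tyrosine (28.6) and FA oxidation genes (12.9) in fat, for lower valine (10.5) and FA oxidation genes (6.45) and higher tyrosine genes (14.3) in liver, and for lower tyrosine (42.9), phenylalanine (44.4) and FA oxidation genes (51.6) and higher phenylalanine genes (22.2) in muscle. Under that setting other percentages lie more than 1.5 times above the paper's: 44.4 for higher phenylalanine genes in fat (the paper's 10); 10.5 for higher valine (the paper's 0), 15 for higher isoleucine (the paper's 0) and 19.4 for higher FA oxidation genes in liver (the paper's 5); and 57.9 and 10.5 for lower and higher valine (the paper's 35 and 0), 55 for lower isoleucine (the paper's 30), 33.3 for lower leucine (the paper's 0), 28.6 for higher tyrosine (the paper's 0) and 3.23 for higher FA oxidation genes in muscle (the paper's 0). Below the paper's lie 14.3 for lower tyrosine genes in fat (the paper's 30), 5 for lower isoleucine (the paper's 10) and 11.1 for higher phenylalanine genes in liver (the paper's 20), and 8.33 for higher leucine genes in muscle (the paper's 15). For leucine genes in liver, where the paper gives no change, it has 25 lower and 8.33 higher. How many of the paper's own genes a setting drops could not be counted for the same reason.

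The paper describes genes of BCAA degradation and FA oxidation in liver as moving in both directions. At the study's thresholds 0 genes of these lists passed in liver here. Counting any probe set, 10.5% of valine genes were lower and 10.5% higher, and 6.45% of FA oxidation genes were lower and 19.4% higher. Without a threshold, which is another measure than the paper's, 25 of 30 and 27 of 31 genes had a higher mean. As lists they were higher by camera (adjusted p = 0.0059 and 8.2e-04, 0.957 and 0.809 with an estimated correlation). Both calls ended without MKR liver replicate 1 (0.736 and 0.122) or WT liver replicate 2 (0.959 and 0.198). It describes cholesterol metabolism as higher in fat and lower in liver and muscle, and the genes of cholesterol biosynthesis had medians of 0.07 in fat (adjusted p = 0.570), -0.34 in liver (0.0020) and -0.04 in muscle (0.571), with -0.15 in fat without MKR fat replicate 1 (0.0187). It describes the carnitine shuttle as lower in fat and muscle and higher in liver, with medians here of -0.39 (0.0315), -0.02 (0.783) and 0.10 (0.583), and -0.13 in fat without MKR fat replicate 1 (0.122). It describes N-glycan degradation as higher in fat and N-glycan biosynthesis as lower in liver, with medians here of 0.03 (0.903) and 0.02 (0.465). It describes sphingolipid metabolism as higher in fat and muscle, with medians here of 0.05 (0.887) and -0.01 (0.819). It describes nucleotide metabolism as lower in muscle and fat, with medians here of -0.11 (0.217) and -0.08 (0.284). It describes gluconeogenesis as lower, with medians here of -0.22 in fat (0.0013), 0.08 in liver (0.783) and -0.06 in muscle (0.536). Without MKR fat replicate 1 the medians in fat were -0.06 for N-glycan degradation (0.392), 0.02 for sphingolipid metabolism (0.700) and -0.10 for gluconeogenesis (0.0125). With an estimated correlation none of the lists in this paragraph passed in any tissue (adjusted p of 0.321 or more). From cholesterol to gluconeogenesis the paper's statements are about subsystems or fluxes of its model, and the values here are about expression. The paper states that a principal component plot served to keep outliers out of the analysis. MKR fat replicate 1, among the 18 deposited arrays, had a score of -74.0 on component 3, and whether it entered the paper's analysis was not tested.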

Other observations

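Genes of oxidative phosphorylation and the citric acid cycle were lower in the fat and muscle of MKR mice. In fat 43 of 43 genes of oxidative phosphorylation had a lower mean (adjusted p = 3.2e-27 from camera, 0.321 with an estimated correlation), among them Cox5b, of complex IV (-0.59, SE 0.13, adjusted p = 0.294 from limma), and 29 passed when adjusted over the list alone, against 0 without MKR fat replicate 1. Of 16 citric acid cycle genes 16 had a lower mean in fat (adjusted p = 9.8e-12, 0.559 with an estimated correlation) and 16 in muscle (0.0029, 0.851). In muscle 37 of 43 genes of oxidative phosphorylation had a lower mean (adjusted p = 2.7e-07, 0.809 with an estimated correlation), with Ndufs8, of complex I, at -0.44 (SE 0.13, adjusted p = 0.231). The medians in fat were -0.27 and -0.21 without MKR fat replicate 1 (adjusted p = 3.4e-15 and 5.2e-05).

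The lipogenic program was lower in fat, with 15 of 18 genes (adjusted p = 6.6e-06 from camera, 0.321 with an estimated correlation; median -0.44, adjusted p = 2.9e-09 without MKR fat replicate 1), and higher in liver, with 16 of 18 genes (1.2e-05, 0.321). Acss2, an acetyl-CoA synthetase, had -0.94 in fat (SE 0.20, adjusted p = 0.225 from limma) and Pklr, the pyruvate kinase of liver, had 1.50 in liver (SE 0.31, adjusted p = 0.125). In muscle Irs2, an adaptor of the insulin receptor, had 0.85 (SE 0.17, adjusted p = 0.0564) and Igfbp5, a binding protein of insulin-like growth factors, had -0.86 (SE 0.19, adjusted p = 0.0825), and both passed without MKR fat replicate 1 (0.0293 and 0.0067). Of 14 muscle regeneration genes 11 had a higher mean in muscle (adjusted p = 3.3e-04, 0.559 with an estimated correlation), with Myf6, a myogenic transcription factor, at 0.57 (SE 0.12, adjusted p = 0.0773).

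The estimated correlation for the fits without single arrays was chosen after the results were seen. The other lists were tested in the same way, and the medians in fat, liver and muscle that did not pass camera were as follows. Circadian clock genes had -0.14, -0.02 and -0.01, endothelial markers -0.20, -0.08 and 0.17, erythroid markers -0.30, 0.18 and 0.06 over 3 genes, hepatocyte markers 0.06, -0.00 and -0.17, slow fibre genes 0.08, -0.01 and 0.06, white adipocyte markers -0.11, -0.02 and 0.09, male-biased liver genes 0.02, -0.07 and -0.05, and female-biased liver genes -0.06, 0.19 and 0.04 over 6 genes. The medians in fat without MKR fat replicate 1 were 0.16 for endothelial and 0.12 for erythroid markers, and neither passed (adjusted p = 0.148 and 0.886). Slow fibre genes in muscle passed as higher without MKR muscle replicate 1 (0.69, adjusted p = 0.0034) or WT muscle replicate 1 (0.83, 9.0e-05), hepatocyte markers in muscle as lower without MKR muscle replicate 1 (1.4e-04) or WT muscle replicate 3 (0.0024), and macrophage markers in fat as higher without MKR fat replicate 1 (0.24, 2.0e-04). White adipocyte markers in fat passed as higher without MKR fat replicate 1 (0.16, adjusted p = 0.0330) and as lower without MKR fat replicate 2 or 3 (0.0263 and 0.0202). These calls are at the preset correlation, and none passed with an estimated correlation (adjusted p of 0.197 or more over all lists and arrays left out). Xist, expressed from the inactive X chromosome of females, was at 4.30 to 6.08 in the 18 arrays, and the Y genes Uty, Kdm5d and Eif2s3y were at 7.36, 6.99 and 8.87 or more.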
